# Astrocyte allocation during brain development is controlled by Tcf4-mediated fate restriction

**DOI:** 10.1038/s44318-024-00218-x

**Published:** 2024-09-19

**Authors:** Yandong Zhang, Dan Li, Yuqun Cai, Rui Zou, Yilan Zhang, Xin Deng, Yafei Wang, Tianxiang Tang, Yuanyuan Ma, Feizhen Wu, Yunli Xie

**Keywords:** Astrocyte Allocation, Transcription Factor 4, Fate-restriction, Gliogenesis, Pitt-Hopkins Syndrome, Development, Neuroscience

## Abstract

Astrocytes in the brain exhibit regional heterogeneity contributing to regional circuits involved in higher-order brain functions, yet the mechanisms controlling their distribution remain unclear. Here, we show that the precise allocation of astrocytes to specific brain regions during development is achieved through transcription factor 4 (Tcf4)-mediated fate restriction based on their embryonic origin. Loss of Tcf4 in ventral telencephalic neural progenitor cells alters the fate of oligodendrocyte precursor cells to transient intermediate astrocyte precursor cells, resulting in mislocalized astrocytes in the dorsal neocortex. These ectopic astrocytes engage with neocortical neurons and acquire features reminiscent of dorsal neocortical astrocytes. Furthermore, Tcf4 functions as a suppressor of astrocyte fate during the differentiation of oligodendrocyte precursor cells derived from the ventral telencephalon, thereby restricting the fate to the oligodendrocyte lineage in the dorsal neocortex. Together, our findings highlight a previously unappreciated role for Tcf4 in regulating astrocyte allocation, offering additional insights into the mechanisms underlying neurodevelopmental disorders linked to Tcf4 mutations.

## Synopsis

Astrocytes in the brain exhibit significant regional diversity, but the mechanisms controlling their heterogeneity remain unclear. This study demonstrates that transcription factor 4 (Tcf4) regulates astrocyte allocation to specific brain regions through fate restriction based on their embryonic origin.

- Loss of Tcf4 in the Nkx2.1 lineage results in ectopic astrocytes in the dorsal neocortex.
- Tcf4-deficient ectopic astrocytes with ventral origin can adapt to the local neocortical environment engaging with nearby neurons.
- Tcf4 suppresses the expression of genes related to astrocytogenesis in the Nkx2.1 lineage of the dorsal neocortex.

## Abstract (web summary)

Transcription factor Tcf4 confines precursor cell fate and determines regional astrocyte diversification during brain development.

## Introduction

Astrocytes are the most abundant glial cells in the mammalian central nervous system and play essential roles in regulating synaptic activity (Allen, 2014; Chung et al, 2015; Tan and Eroglu, 2021), maintaining the integrity of the blood-brain barrier (Kaplan et al, 2020), and providing metabolic support to neurons (Weber and Barros, 2015). Although astrocytes are distributed throughout various regions of the brain, they exhibit regional differences in the morphological features and transcriptional profiles (Bayraktar et al, 2020; Ben Haim and Rowitch, 2017; Khakh and Deneen, 2019). This regional diversity is crucial in establishing specialized neuron-glia units, which contributes to the regulation of local neural circuits that control specific behaviors (Huang et al, 2020; Kim et al, 2014; Morquette et al, 2015; Ribot et al, 2021), highlighting the importance of the astrocyte heterogeneity. Importantly, even after injury, astrocytes retain their regional adherence in the spinal cord (Tsai et al, 2012), suggesting that intrinsic positional cues play a vital role in regional astrocyte allocation. Alterations in astrocyte functions have been implicated in the progression of various neurological diseases, highlighting the potential for future therapeutic strategies targeting astrocytes (Brandebura et al, 2023; Herrero-Navarro et al, 2021; Lee et al, 2022). However, how astrocytes become diverse regionally remains unclear.

Astrocytes are generated from radial glial cells (RGCs) in the ventricular zone during brain development (Kriegstein and Alvarez-Buylla, 2009; Lin et al, 2021). In the dorsal neocortex, RGCs express the homeobox transcription factor Emx1 (Gorski et al, 2002) and undergo differentiation into glial progenitor cells towards the end of neurogenesis. These progenitor cells further differentiate into astrocytes and/or oligodendrocytes (Clavreul et al, 2022; Rowitch and Kriegstein, 2010). In vivo fate mapping of RGCs and their progeny shows that astrocytes are distributed within radial columns, confining them to the dorsal neocortex (Gao et al, 2014; Shen et al, 2021; Tsai et al, 2012). In the ventral telencephalon, astrocytes originate from RGCs present in both medial ganglionic eminence (MGE) and the preoptic area (POA), distinguished by their expression of the homeodomain transcription factor Nkx2.1 (Minocha et al, 2017; Torigoe et al, 2015). Meanwhile, RGCs expressing Nkx2.1 (Nkx2.1-RGCs) also give rise to interneurons and oligodendrocyte precursor cells (OPCs) (Fishell and Kepecs, 2020; Kessaris et al, 2006; Lim et al, 2018; Zhang et al, 2021a). While interneurons and OPCs migrate tangentially from the ventral telencephalon to the dorsal neocortex (Boda et al, 2022; Fishell and Kepecs, 2020; Kessaris et al, 2006; Yang et al, 2022), astrocytes remain in the ventral telencephalon strictly (Tsai et al, 2012). However, the mechanisms governing the regional allocation of astrocytes based on their embryonic origin remain unknown.

Astrocytes in the dorsal neocortex and the ventral telencephalon arise from distinct RGCs located within these spatially segregated brain regions, making them a well-suited model system to investigate the mechanisms underlying regional astrocyte allocation based on their embryonic origin. In this study, we revealed that this process is achieved through cell fate restriction mediated by the transcription factor 4 (Tcf4), a basic helix-loop-helix (bHLH) transcription factor. Tcf4 often forms homo- or heterodimers with cell type-specific bHLH transcription factors, which recognize canonical E-box DNA elements and act as a transcription activator (Flora et al, 2007; Forrest, et al, 2014). Mutations in TCF4 cause Pitt-Hopkins syndrome, a neurodevelopmental disorder characterized by intellectual disability and autistic behavior (Li et al, 2019; Phan et al, 2020; Sweatt, 2013; Zhang et al, 2021b). We have previously demonstrated that Tcf4 plays crucial roles in regulating neuronal positioning during brain development (Zhang et al, 2021b). Building on our previous work in Tcf4 in the excitatory neuronal lineage (Wang et al, 2020b; Zhang et al, 2021b), we found that Tcf4 is highly expressed in the ventral telencephalon where Nkx2.1-RGCs located (Zhang et al, 2021a) (Appendix Fig. S1), suggesting that Tcf4 may play a role in the regulation of the Nkx2.1 lineage development. Here, we found that loss of Tcf4 in Nkx2.1-RGCs within the ventral telencephalon leads to misallocation of astrocytes in the dorsal neocortex. Despite their distinct origins, these astrocytes engage in interactions with neocortical neurons and blood vessels, exhibiting a similarity in morphological complexity and calcium activity when compared to the local astrocytes in the dorsal neocortex. Furthermore, single-cell sequencing showed that the depletion of Tcf4 in Nkx2.1-RGCs resulted in a fate transition of OPCs originating from the ventral telencephalon into transit intermediate progenitor cells, eventually differentiating into astrocytes in the dorsal neocortex. We found that Tcf4 acts as a repressor of astrocyte-lineage genes, thereby confining the fate of OPC derived from Nkx2.1-RGC to the oligodendrocyte lineage in the dorsal neocortex. These findings reveal that fate restriction plays a pivotal role in orchestrating the precise allocation of astrocytes to distinct brain regions, providing novel insights into the embryonic origin of regional astrocyte allocation and contributing to our understanding of neurodevelopmental disorders potentially associated with Tcf4 mutations.

## Results

### Astrocytes are allocated to distinct brain regions according to their embryonic origin

Astrocytes are abundant in both the pallium and subpallium. To determine their embryonic development origin, we initially traced the progeny of Emx1-expressing RGCs (Emx1-RGCs) in the dorsal neocortex or Nkx2.1-RGCs in the ventral telencephalon. We employed the tamoxifen-inducible Emx1-CreER^T2^ or Nkx2.1-CreER^T2^ system to activate the EYFP transgenic Cre reporter (Ai3) (Fig. EV1). Following tamoxifen induction during early embryonic stages and subsequent examination at postnatal stages, we observed that astrocytes, expressing the astrocytic marker Sox9 but not the oligodendrocyte marker Olig2, were distinctly allocated in the dorsal neocortex upon activation of Emx1-CreER^T2^ (Fig. EV1A) or in the ventral telencephalon upon activation of Nkx2.1-CreER^T2^ (Fig. EV1B), demonstrating that astrocytes are regionally allocated according to their embryonic origin (Fig. EV1C) within spatially distinct regions of the brain.

**Figure EV1:**
Astrocyte allocation in dorsal neocortex and ventral telencephalon. (**A**) Sparse labeling of Emx1 lineage cells induced at E12.5 reveals no astrocytes from the Emx1 lineage observed in the ventral telencephalon at P21. However, in the dorsal neocortex, astrocytes can be traced from the Emx1 lineage generated at E12.5. Sox9 and GFP double-positive astrocytes are indicated by yellow arrowheads. Scale bar: 50 μm. (**B**) Sparse labeling of Nkx2.1 lineage cells induced at E12.5 shows no astrocytes from Nkx2.1 lineage observed in the dorsal neocortex at P21. However, in the ventral telencephalon, astrocytes can be traced from the Nkx2.1 lineage generated at E12.5. Yellow arrowheads indicate Sox9 and GFP double-positive astrocytes. Scale bar: 50 μm. (**C**) A schematic diagram illustrates the location of astrocytes derived from the Emx1 and Nkx2.1 lineages.

### Tcf4 deletion impairs regional astrocyte allocation

To investigate the roles of Tcf4 in the allocation of astrocytes generated from Nkx2.1-RGCs in the ventral telencephalon, we used Nkx2.1-Cre driver to delete conditional alleles of Tcf4 (Tcf4^f/f^; Nkx2.1-Cre, Tcf4 cKO), resulting in Tcf4 depletion in Nkx2.1-RGCs and their progeny. In addition, to visualize the Nkx2.1-RGC progeny, we crossed either Tcf4 cKO or wild-type (WT, Nkx2.1-Cre) mice with Ai3 reporter mice (Madisen et al, 2010). Depletion of Tcf4 in Nkx2.1-RGCs does not affect their proliferation and differentiation (Zhang et al, 2021a). When examined at P28, WT brains showed an absence of astrocytes derived from the Nkx2.1 lineage in the neocortex, as expected (Fig. 1A). However, in the neocortex of Tcf4 cKO brains, a substantial number of GFP-positive cells displaying astrocyte-like morphology were observed (Fig. 1B,C). When analyzed the distribution of mislocated astrocytes across cortical layers and found that these astrocytes were distributed throughout all cortical layers of the neocortex, with more astrocytes located in the deep layers than in the upper layers (Fig. 1D). In addition, we analyzed the distribution of mislocated astrocytes from the lateral to medial cortex and found that the number of mislocated astrocyte in the lateral cortex is higher than in the medial cortex (Fig. 1E). To determine whether these astrocytes arose from committed neuronal progenitors, we employed Dlx5/6-Cre to deplete Tcf4 in differentiating neuronal progenitors (Batista-Brito et al, 2008). No astrocytes were found in the neocortex of Tcf4^f/f^; Dlx5/6-Cre mice (Fig. EV2A,B), indicating that they did not derive from committed neuronal progenitors. The depletion of Tcf4 was confirmed by in situ hybridization and real-time quantitative PCR (qPCR) (Fig. EV2C–F). The identity of astrocyte in the Tcf4 cKO neocortex was confirmed by the expression of the glial fibrillary acidic protein (GFAP) (Fig. 1F) and pan-astrocytic markers Sox9, S100b, and Aldh1l1 (Fig. 1G–J), while not expressing the pan-oligodendrocyte marker Olig2 (Fig. 1K), the mature oligodendrocyte marker CC1 (Fig. 1L) or the OPC marker PDGFRα (Fig. 1M). Notably, astrocytes originating from Nkx2.1-RGCs did not overlap with the local astrocytes derived from Emx1-RGCs in the dorsal neocortex (Fig. 1F, white arrow). When examining the development of astrocytes derived from Nkx2.1-RGCs in the neocortex of Tcf4 cKO brains (referred to as ectopic astrocytes), we found that cells with obvious astrocyte morphology were absent at P7 (Fig. 1N) but became apparent at P15, persisting in the neocortex even at P60 (Fig. 1N,O). Thus, Tcf4 plays a crucial role in preventing the allocation of astrocytes derived from RGCs of MGE/POA in the ventral telencephalon into the dorsal neocortex.

**Figure 1:**
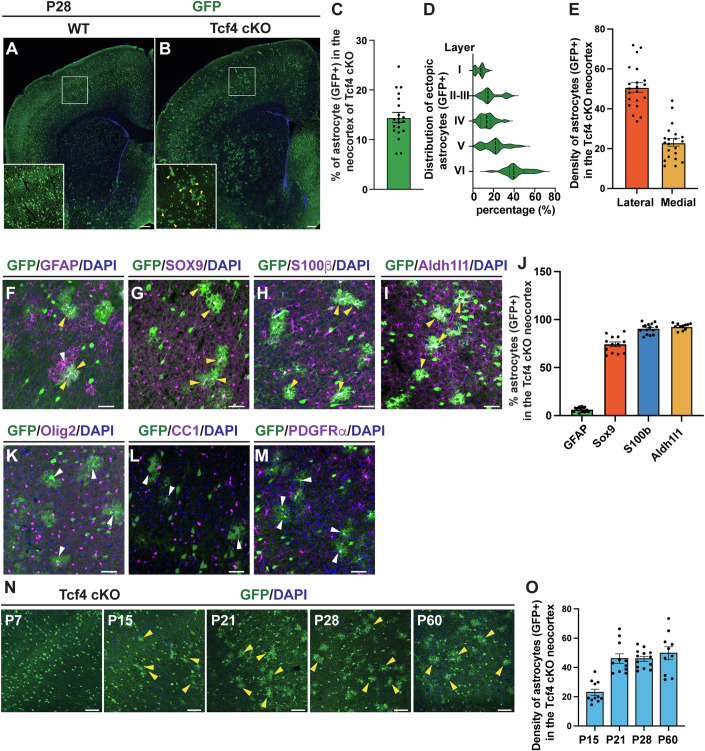
Tcf4 is required to prevent the allocation of ventral astrocytes in the dorsal neocortex. (**A**, **B**) Immunostaining of GFP, a reporter for the Nkx2.1 lineage in WT (**A**) and Tcf4 cKO (**B**) brains at P28. Arrowheads indicate astrocyte-like cells in the neocortex of Tcf4 cKO brains. Scale bar, 200 µm. (**C**) Quantification of the percentage of astrocyte-like cells among all GFP + cells within the neocortex. Error bars show mean ± SEM (*n* = 3 mice). (**D**) The distribution of astrocyte-like cells across different layers of the neocortex in Tcf4 cKO brains. Error bars show mean ± SEM (*n* = 3 mice) (**E**) The density of astrocyte-like cells in the lateral and medial cortex in Tcf4 cKO brains. Error bars show mean ± SEM (*n* = 3 mice). (**F**–**I**) Co-immunostaining for GFP and astrocyte markers, (**F**) GFAP, (**G**) Sox9, (**H**) S100β, (**I**) Aldh1l1 in the neocortex of Tcf4 cKO brains. Yellow arrowheads indicate ectopic astrocyte and white arrowhead indicates local astrocytes. Scale bar, 50 µm. (**J**) Quantification of ectopic astrocytes expressing GFAP, Sox9, S100b, and Aldh1l1. Error bars show mean ± SEM (*n* = 3 mice for each experiment). (**K**–**M**) Co-immunostaining for GFP and (**K**) oligodendrocyte/OPC marker Olig2, (**L**) mature oligodendrocyte marker CC1, (**M**) OPC maker PDGFRα in the neocortex of Tcf4 cKO brains. Arrowheads indicate ectopic astrocytes do not express oligodendrocyte markers. Scale bar, 50 µm. (**N**) Representative images of ectopic astrocytes in different developmental stages. Yellow arrowheads indicate ectopic astrocytes. Scale bar, 50 µm. (**O**) Quantification of the density of ectopic astrocytes in different neocortical developmental stages. Error bars show mean ± SEM *(n* = 3 mice for each stage).

**Figure EV2:**
Ectopic astrocytes in the dorsal neocortex do not arise from committed progenitors. (**A**) Representative images of brain sections from Tcf4^+/+^; Dlx5/6-Cre mice stained for GFP at P28. (**B**) Representative images of brain sections from Tcf4^f/f^; Dlx5/6-Cre mice stained for GFP at P28. Scale bars represent 500 μm and 100 μm respectively. (**C**, **D**) Expression of *Tcf4* was examined by in situ hybridization in the brains of WT and Tcf4^f/f^; Dlx5/6-Cre mice at E15.5. The MGE region is circled with red lines, the red arrowheads indicate the region within which the expression of Tcf4 is decreased, scale bar: 100 μm. (**E**) A schematic diagram illustrates the procedure of collecting the GFP+ cells from WT and Tcf4^f/f^; Dlx5/6-Cre mice and performing real-time quantitative PCR experiments (qPCR). (**F**) The relative expression level of *Tcf4* (*n* = 3 embryos for WT, and *n* = 4 embryos for Tcf4^f/f^; Dlx5/6-Cre). Student’s T-test using linear mixed model is used for comparing two groups. *p* = 0.0058. Error bars represent mean ± SEM. **p < 0.01.

To determine whether the entire population of astrocytes in the dorsal neocortex, including ectopic astrocytes and local astrocytes, was affected by the loss of Tcf4, we stained the sections from both WT and Tcf4 cKO brains for the pan-astrocyte marker Aldh1l1. We found that the density of astrocytes in the neocortex was comparable between WT and Tcf4 cKO at both P7, when astrocytes are immature, and P21, when they are mature (Fig. EV3). This suggests that the astrocyte density might be rebalanced in Tcf4 cKO brains. In addition, we observed that the oligodendrocyte population remained unchanged in Tcf4 cKO brains compared to WT brains (Appendix Fig. S2). Oligodendrocytes can compensate for changes in their numbers from different origins (Kessaris et al, 2006; Foerster et al, 2024). Therefore, the loss of Tcf4 from the Nkx2.1 lineage did not impact the oligodendrocyte population in the dorsal neocortex. Consistent with this, we also observed that the number of astrocytes and oligodendrocytes derived from the Nkx2.1 lineage in the ventral telencephalon was not altered by the loss of Tcf4 (Appendix Fig. S3).

**Figure EV3:**
The density of Aldh1l1-positive astrocytes in the neocortex was unchanged between Tcf4 cKO and WT brains. (**A**, **B**) Representative images of brain sections stained for Aldh1l1 in WT and Tcf4 cKO at P7 (**A**) and at P21 (**B**), Scale bar: 100 μm. (**C**, **D**) Quantification of the density of Aldh1l1+ astrocytes in the neocortex at P7 (**C**), and at P21 (**D**) (*n* = 3 mice were analyzed for each genotype). Comparison between the two groups was conducted using a t-test within a linear mixed model. Error bars represent mean ± SEM.

### Ectopic astrocytes exhibit dorsal-astrocyte-like characteristics

In the Tcf4 cKO neocortex, astrocytes derived from Emx1-RGCs of the dorsal neocortex remained unaffected as the depletion of Tcf4 occurred specifically in Nkx2.1-RGCs of the ventral telencephalon through cell type-specific Cre-mediated recombination (Zhang et al, 2021a). To investigate how these ectopic astrocytes interact with the local neurons and astrocytes within the dorsal neocortex, we performed *in utero* electroporation (IUE) to label Emx1-RGCs of the dorsal neocortex at E16.5 with plasmids expressing PB-GFP and PBase in the Tcf4 cKO background (Fig. 2A). After brain clearing using Clear, Unobstructed Brain/Body Imaging Cocktails and Computational analysis (CUBIC) (Susaki et al, 2015), both local astrocytes (green, derived from Emx1-RGCs of the dorsal neocortex) and ectopic astrocytes (red, derived from Nkx2.1-RGCs of ventral telencephalon lacking Tcf4) were simultaneously detected (Fig. 2B). When examining the morphological complexity of both local and ectopic astrocytes in the dorsal neocortex, we found that ectopic astrocytes displayed similar complexity to local astrocytes, with slightly increased volumes as revealed by 3D reconstructions (Fig. 2C–E). However, they differed from astrocytes in the ventral telencephalon (Fig. 2C–E), suggesting that ectopic astrocytes could be influenced by the local environment in the dorsal neocortex. Further analysis of the ratio of neurons to astrocytes, combined with NeuN staining, showed a similar neuronal investment in both local and ectopic astrocytes (Fig. 2F,G). This suggested that both local and ectopic astrocytes impinge upon a similar number of neuronal somata, even though ectopic astrocytes originated from RGCs of the ventral telencephalon. Meanwhile, we also found that these ectopic astrocytes exhibited direct vascular contact (Fig. 2H), a hallmark of cerebral astrocytes. To examine their functional properties, we investigated intracellular Ca^2+^ transients, which are key features of astrocytes in response to their interactions with blood vessels and neurons (Paukert et al, 2014). Using Adeno-Associated viruses (AAVs) expressing the genetic calcium indicator GCaMP6f driven by an astrocyte-specific gfaABC1D promoter, we observed a strong response in ectopic astrocytes to the α1 adrenoceptor agonist phenylephrine (PE) application (Fig. 2I,J), with Ca^2+^ signals similar to these evoked in local astrocytes (Fig. 2J,K). Thus, despite their different embryonic origins, ectopic astrocytes exhibit similar characteristics in the neocortex as local astrocytes.

**Figure 2:**
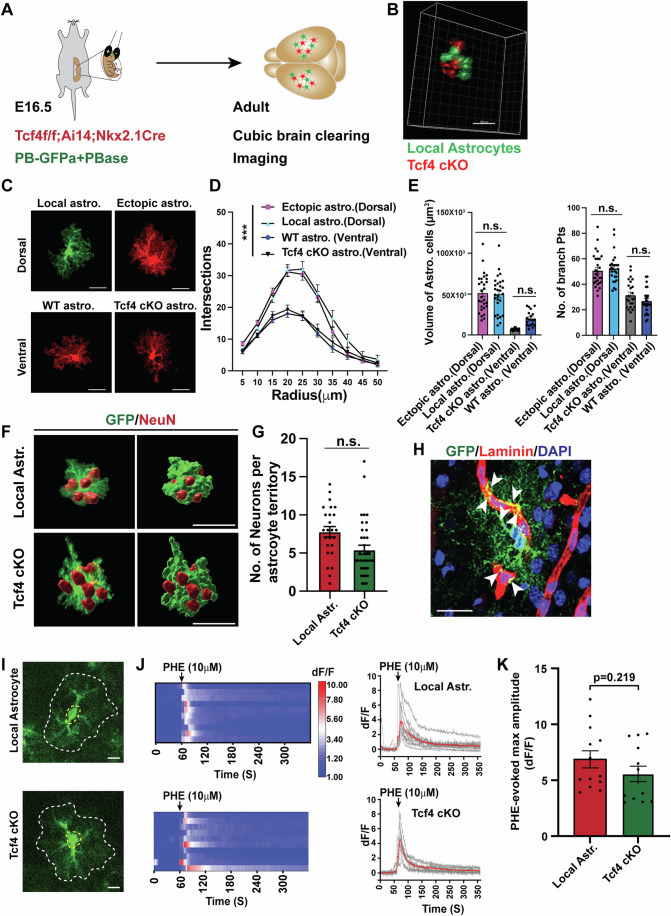
Ectopic astrocytes share similar characteristics with local neocortical astrocytes. (**A**) Experimental design for labeling local neocortical astrocytes and ectopic astrocytes. (**B**) 3D-construction of the morphology of local astrocytes labeled with GFP (green) and ectopic astrocytes labeled with RFP (red) after tissue clearing. (**C**) Confocal volumes of GFP-positive local astrocytes, RFP-positive ectopic astrocytes in the dorsal neocortex, and RFP-positive astrocytes in the ventral brain from WT and Tcf4 cKO brains. Scale bar, 25 μm. (**D**) Sholl analysis of complexity of astrocytes derived from the Emx1 lineage (Local astro. Dorsal), ectopic astrocytes in the Tcf4 cKO neocortex (Ectopic astro. Dorsal), and astrocytes derived from the Nkx2.1 lineage in the ventral telencephalon in WT (WT astro. Ventral) and Tcf4 cKO (Tcf4 cKO astro. Ventral) brains (*n* = 3, cells from 3 mice per experiment per genotype were analyzed). Linear mixed model and ANOVA were used to calculate *P*-value, *P* = 0.0000846. Error bars show mean ± SEM. (**E**) Statistics of the volume and the number of branch points of astrocytes (*n* = 3, cells from 3 mice per experiment per genotype were analyzed). ANOVA followed by multiple comparisons was performed to determine the difference between every two groups using linear mixed models. Error bars show mean ± SEM. (**F**, **G**) Local and ectopic astrocytes (green) establish contacts with neurons (red). Scale bar, 50 µm. (**G**) Quantification of the number of neurons in a single astrocyte territory (*n* = 25 cells in at least 3 control brains, *n* = 37 cells in at least 3 mutant brains). (**H**) Ectopic astrocytes interact with blood vessels. White arrowheads indicate co-labeling signals of the ectopic astrocyte and the blood vessel. Scale bar, 50 µm. (**I**–**K**) Calcium activities of local and ectopic astrocytes induced by PHE. (**I**) Representative images of the calcium events in local and ectopic astrocytes. The nuclear territory and the astrocyte territory are circled by yellow and white dashed lines. Scale bar, 10 µm. (**J**) Heatmaps and traces of calcium fluctuations of local (top) and ectopic astrocytes (bottom) before and after PHE induction. Average activities are showed as red line. (**K**) Quantification of PHE-evoked maximum amplitudes in local and ectopic astrocytes (*n* = 4 mice per group). All quantifications are resulted from at least 3 brains for each phenotype. T-test was performed to compare the two groups using linear mixed models. n.s. non-significant. ***P < 0.001. Error bars represent the mean ± SEM.

### Tcf4 deletion in the Nkx2.1 lineage alters glial progenitor fate in the dorsal neocortex

To examine how ectopic astrocytes were generated in Tcf4 cKO brains, we performed single-cell RNA sequencing (scRNA-seq) on Nkx2.1-lineage cells isolated by Fluorescence-activated Cell Sorting (FACS) from the neonatal cortices of WT and Tcf4 cKO brains at P8, a stage when glial progenitor cells undergo proliferation and differentiation (Ge et al, 2012) (Fig. 3A). After data integration and stringent quality control (Appendix Fig. S4A,B), we used unsupervised clustering in UMAP projection to identify 10 main clusters with distinct molecular features, including astrocyte precursor cells (APCs), oligodendrocyte precursor cells (OPCs), interneurons (INs) and endothelial cells (Fig. 3B). The signature genes of each cluster exhibited high specificity to different cell types (Fig. 3C). OPCs and INs were differentiated from Nkx2.1-RGCs of the ventral telencephalon, and migrated tangentially to the dorsal neocortex (Lim et al, 2018; Bandler et al, 2022). However, projection neurons derived from the dorsal neocortical RGCs were not found (Appendix Fig. S4C–F), confirming cells analyzed were of ventral origin. Notably, we identified a cell cluster expressing both astrocytic signature genes (e.g., Slc1a3, Aldh1l1, and Mfge8) and OPC genes (e.g., PDGFRα and Egr1) (Fig. 3B,C), suggesting the existence of transitional intermediate progenitor (TIP) cells. By comparing WT and Tcf4 cKO transcriptome, we evaluated how the loss of Tcf4 affected glial progenitor populations (Fig. 3D). Most notably, there was a significant decline in oligodendrocyte lineage representation (OPC1, OPC2 and immature oligodendrocyte (imOL) clusters) along with a concomitant increase in astrocyte progenitors (APC cluster) and TIP cells. TIP cells were present in Tcf4 cKO but not WT cortices (Fig. 3D,E), suggesting that the fate transition occurred upon the loss of Tcf4. TIP cells, similar to OPCs, expressed PDGFRα and Egr1 (Fig. 3F). However, they also exhibited high levels of APC markers, such as Mfge8 and Aldh1l1 (Fig. 3F). To further reconstruct the developmental trajectory of TIP cells, we performed pseudo-time analysis using Monocle3 (Qiu et al, 2017a) and identified the differentiation of funder cells (OPC1) into TIP cells (Fig. 3G). The pseudotemporal ordering of the astrocyte lineage revealed a simple early-to-late trajectory from TIP cells to APCs (Fig. 3H). Pseudotemporal gene expression analysis demonstrated a decrease in the expression of genes related to OPC development and an increase in astrocyte genes during the pseudotemporal progression trajectory (Fig. 3I,J). Overall, these early transcriptome changes paralleled the accompanying increase of TIP cells following Tcf4 loss, suggesting that ectopic astrocytes are derived from TIP cells in the Nkx2.1 lineage of dorsal Tcf4 cKO neocortex.

**Figure 3:**
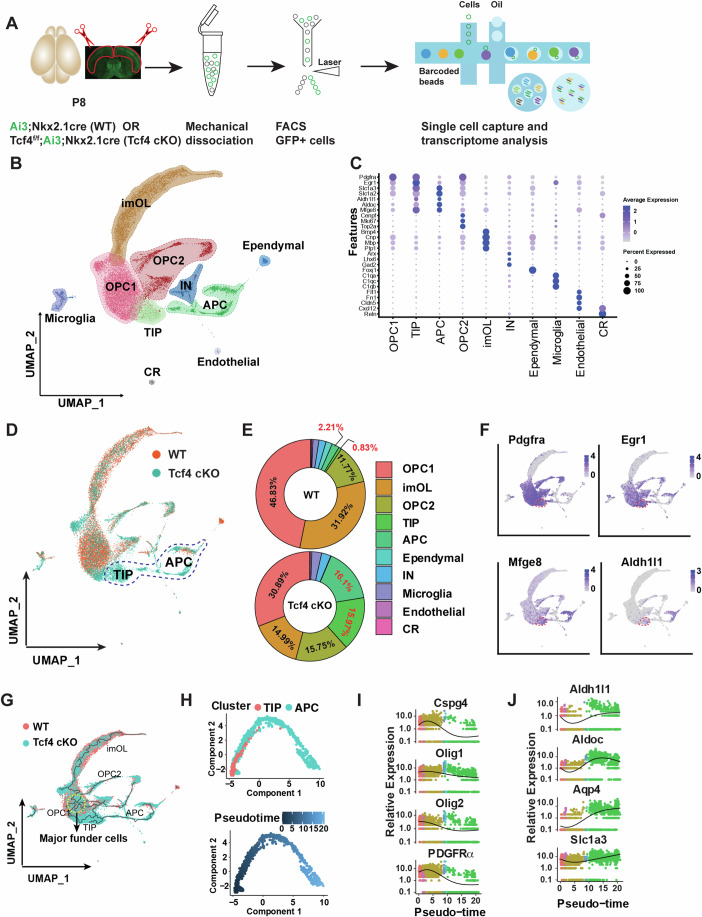
Single-cell RNA sequencing reveals transient intermediate progenitors in the Nkx2.1 lineage upon the loss of Tcf4. (**A**) A schematic illustrates the sample collection and single-cell RNA sequencing workflow for analyzing GFP-positive cells derived from the Nkx2.1 lineage in the neocortex of WT and Tcf4 cKO brains. (**B**) UMAP clustering of integrated cells from WT and Tcf4 cKO neocortices, with annotations for cell clusters based on transcriptomic signatures (4 brains of each group were pooled together for FACS and single-cell sequencing). (**C**) A dot plot representing the expression level of markers of each cluster. (**D**) UMAP visualization showing the distribution of cells of WT or Tcf4 cKO brains. (**E**) The proportion of distinct clusters from WT or Tcf4 cKO brains. (**F**) Expression of marker genes in the feature plot defines transient intermediate progenitors (TIP) that exist in Tcf4 cKO brains. (**G**) Global lineage progression is inferred by Monocle3, where the yellow-dashed circle indicates potential founder cells. (**H**) Pseudotemporal trajectory of the TIP and APC lineage. (**I**, **J**) The expression of oligodendrocyte (**I**) or astrocyte markers (**J**) along pseudo-time in (**H**).

To validate the cell fate transition from OPCs to APCs in the Nkx2.1 lineage of Tcf4 cKO neocortex, we examined the changes in the number of OPCs and APC derived from Nkx2.1-RGCs in the dorsal neocortex. The analysis revealed a significant increase in the density of astrocyte progenitors (expressing BLBP, Aldh1l1) (Fig. 4A–D), and a decrease in the density of OPCs (expressing PDGFRα) (Fig. 4E,F) in the Nkx2.1 lineage in Tcf4 cKO brains compared to WT brains. During early cortical development, astrocyte progenitors proliferate to expand their number and can be labeled by replication-defective murine leukemia retroviruses expressing GFP (Ge et al, 2012). Accordingly, we locally injected viruses into the neocortex of both WT and Tcf4 cKO at P3 when progenitor cells are proliferating, and analyzed them at P21 when astrocytes are mature (Fig. EV4A). While only local astrocytes were labeled in the WT neocortex, ectopic astrocytes were observed in the neocortex of Tcf4 cKO (Fig. EV4B), suggesting a fate transition occurred upon the loss of Tcf4 at the time of viral infection. Together, these data demonstrate that Tcf4 suppresses astrocyte progenitor fate in the Nkx2.1 lineage of the dorsal neocortex.

**Figure 4:**
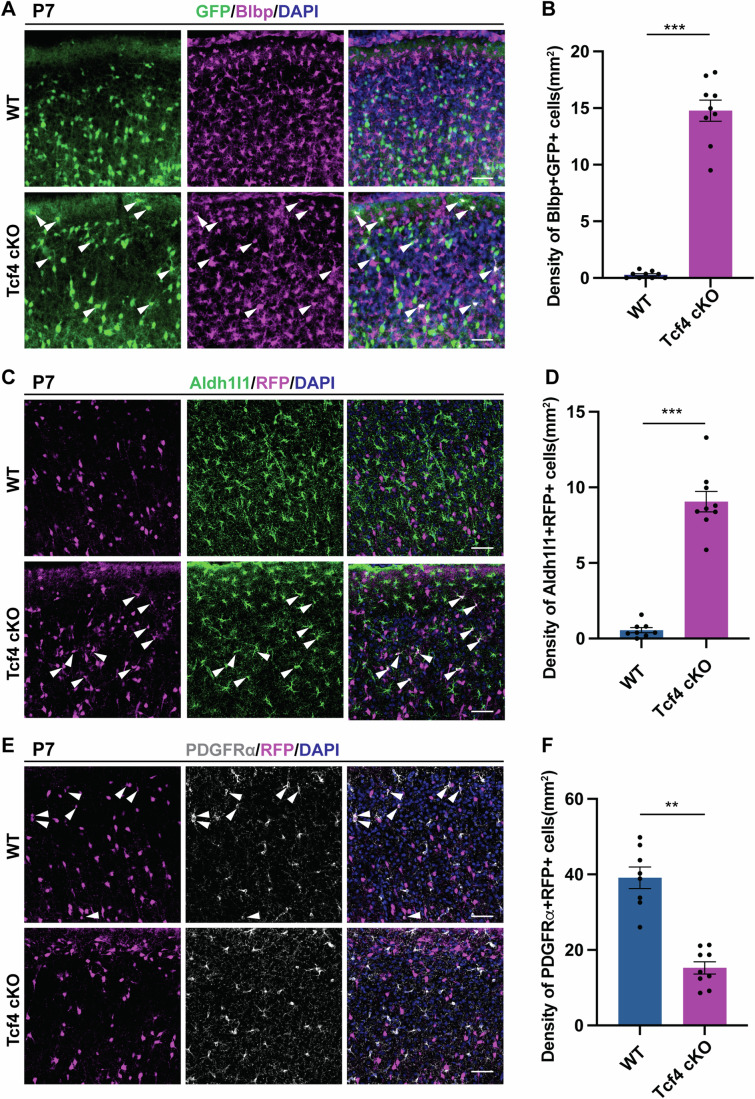
Increase of glial progenitors expressing astrocyte marker genes in Tcf4 cKO brains. (**A**) Immunolabeling of GFP and Blbp in the neocortex of WT and Tcf4 cKO brains at P7. White arrowheads indicate glial progenitors expressing Blbp. Scale bar, 50 µm. (**B**) Quantification of the density of glial progenitors expressing Blbp (*n* = 3 mice for each genotype were analyzed), *P* = 0.000113. (**C**) Immunolabeling of RFP and Aldh1l1 in the neocortex of WT and Tcf4 cKO brains at P7. White arrowheads indicate glial progenitors expressing Aldh1l1. Scale bar, 50 µm. (**D**) Quantification of the density of Aldh1l1-expressing glial progenitors (*n* = 3 mice for each genotype were analyzed), *P* = 0.000397. (**E**) Immunolabeling of GFP and PDGFRα in the neocortex of WT and Tcf4 cKO brains at P7. White arrowheads indicate OPCs expressing PDGFRα. Scale bar, 50 µm. (**F**) Quantification of the density of OPCs expressing PDGFRα (*n* = 3 mice for each genotype were analyzed), *P* = 0.005407. T-test using linear mixed model is used for comparing two groups. Error bars represent mean ± SEM. ***p < 0.001, **p < 0.01.

**Figure EV4:**
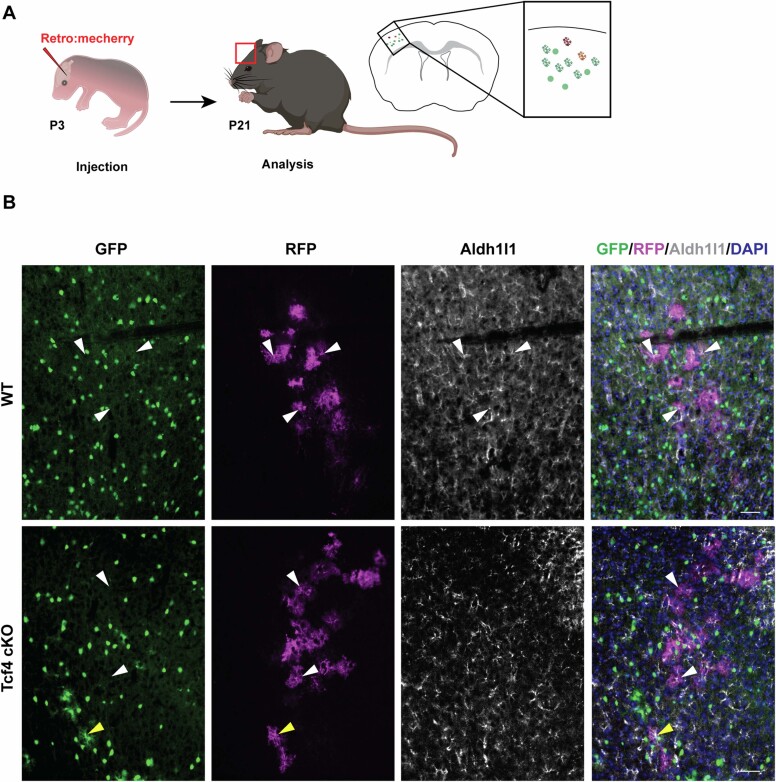
Astrocyte precursor cells generate ectopic astrocytes in the dorsal neocortex of Tcf4 cKO brain. (**A**) A schematic diagram illustrates the experimental design. (**B**) Representative images of brain sections in WT and Tcf4 cKO brains stained for GFP, RFP, and Aldh1l1. In WT brains, no RFP-labeled astrocytes co-labeled with GFP were observed, while GFP+ astrocytes in the dorsal neocortex of Tcf4 cKO brains were labeled with RFP. Yellow and white arrowheads indicate astrocytes labeled by retrovirus that are GFP-positive or GFP-negative respectively. Scale bar, 100 μm.

### Activation of astrocyte genes by increasing chromatin accessibilities in enhancers promotes cell fate transition upon the loss of Tcf4

To investigate the mechanisms underlying the fate transition from OPCs to APCs, we reanalyzed the clusters of OPCs and APCs (Appendix Fig. S5A). Pseudotime-analysis-derived developmental trajectory analysis showed that TIP cells were differentiated from OPCs (Fig. 5A), consistent with OPC1 being the major founder cell (Fig. 3G). Particularly, genes expressed in oligodendrocyte lineage regulating myelination (e.g., Sox10, Mbp, and Olig1) were downregulated, while genes related to astrocyte differentiation (e.g., S100b, Stat3, NFIB, and NFIX) were increased during the developmental trajectory from OPCs to TIP cells (Fig. 5B), supporting the hypothetical fate transition from OPC to APC and suggesting transcriptional changes toward an astrocyte fate is activated in the Nkx2.1 lineage of the dorsal neocortex upon the loss of Tcf4. 

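ATAC-seq, which marks open chromatin by the insertion of a transposase, was performed on 50000 GFP-positive cells per library, sorted from the dissected neocortices of pups at postnatal day 7 or 8. Each genotype, WT and Tcf4 cKO, had 2 libraries. The authors aligned the reads to the mm10 genome (GRCm38) with Bowtie 2, removed duplicates and called peaks on each library with MACS2. For each peak the deposited lists give a position, a fold enrichment over the local background at the summit, a -log10 p-value and a -log10 q-value. WT replicates 1 and 2 held 54162 and 72308 peaks, and Tcf4 cKO replicates 1 and 2 held 61652 and 58584. The peaks covered 42.3 ± 8.76 Mb of the genome in WT (SD, n = 2) and 39.1 ± 1.88 Mb in Tcf4 cKO (SD, n = 2), a difference smaller than the spread between the WT replicates. The number of reads behind each list is unknown, so these peak counts stand in for depth, and peaks were ranked by -log10 q within a list only. The authors also deposited a table of consensus regions with the mean log2 normalized reads of each genotype, a log2 fold change and an FDR from DiffBind with DESeq2, but no values per library. Peaks of each library were placed on these consensus regions with an overlap of at least 1 bp. With 2 libraries against 2, the smallest p that an exact two-sided permutation test allows is 0.33, so the genotypes were compared without a test between libraries. Tests over regions describe the regions of these libraries, since regions are not replicates, and all intervals cover counting error only. The share of a library's peaks overlapped by a peak of the other replicate was 81.4 ± 17.1% in WT (SD, n = 2 comparisons) and 82.8 ± 3.17% in Tcf4 cKO (SD, n = 2), against 78.1 ± 6.67% between genotypes (SD, n = 8). The setting that moved these shares most was an overlap of at least 50% of the peak, which gave 76.5% in Tcf4 cKO.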

To elucidate changes in chromatin landscape during the transition from OPC to APC, we performed assay for transposase-accessible chromatin using sequencing (ATAC-Seq) in a lineage-specific manner on sorted cells from the Nkx2.1 lineage of the dorsal neocortex (Fig. 5C–E; Appendix Fig. S5B,C). A total of 32,120 consensus peaks were recovered using DiffBind and 66.25% of these peaks overlapped with those identified in a reference analysis of brain tissue using DNase-Seq from the ENCODE database (Data ref: Encyclopedia of DNA Elements ENCSR000COG, 2012) (Appendix Fig. S5D). 

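Of the 32120 consensus regions, which had a median width of 969 bp, 328 had a peak in both WT libraries and in neither Tcf4 cKO library. The reverse pattern, a peak in both Tcf4 cKO libraries and in neither WT library, held for 180 regions. These presence calls follow the depth of the lists: when peaks were required to reach a -log10 q of 5, they rose to 1036 and 472 regions. Without Tcf4 cKO replicate 2 the first count was 723, and without WT replicate 2 the second was 648. In the authors' deposited table all 328 regions had a lower accessibility in Tcf4 cKO, with a median log2 fold change of -0.94, and all 180 had a higher one, with a median of 1.74. That table was made from the same reads as the peaks, so this is no independent check. The comparison with DNase-seq of brain tissue was not analysed here.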

Differential analysis of ATAC peaks revealed prominent changes (1129 closing regions, 777 opening regions) in chromatin accessibility upon the loss of Tcf4 (Fig. 5E,F), with a majority of the peaks located in intergenic regions and introns (Appendix Fig. S5E). 

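The authors' deposited table called 1129 closing and 777 opening regions at an FDR under 0.05 and an absolute log2 fold change over 0.5, which left 30214 regions. The median log2 fold change of all regions in the authors' deposited table was -0.02, and after centring on it 1120 closing and 777 opening regions passed the same thresholds. An FDR under 0.01 with an absolute log2 fold change over 1 was the alternative that moved the counts most, to 505 closing and 458 opening regions. In the peak lists, every closing region held a peak in both WT libraries, and 74.9% (Wilson 95% interval, 72.3 to 77.4%) and 76.9% (74.3 to 79.2%) held a peak in Tcf4 cKO replicates 1 and 2. Every opening region held a peak in both Tcf4 cKO libraries, and 59.7% (56.2 to 63.1%) and 76.6% (73.5 to 79.4%) held a peak in WT replicates 1 and 2. The full shares are no independent check. The calls rest on the same reads, and the paper kept reproducible peaks for its downstream steps. Peaks in both WT and neither Tcf4 cKO library were found at 191 closing regions and no opening region, and the reverse at 164 opening regions and no closing region. Promoters, within 1 kb of a transcription start site, made up 9.92% of closing and 9.52% of opening regions against 45.4% of the remaining regions. The odds ratio of a promoter against the remaining regions was 0.132 for closing (95% interval, 0.109 to 0.161, p = 1.1e-144) and 0.126 for opening regions (0.0994 to 0.161, p = 9.7e-104, two-sided Fisher's exact tests). Closing and opening regions did not differ in this share (odds ratio 1.05, p = 0.814, Fisher's exact test). By distance to GENCODE M21 transcription start sites the promoter shares were 14.1% of closing, 14.0% of opening and 49.3% of remaining regions. By the authors' annotation to the nearest gene, 9 consensus regions belong to Tcf4 itself (chromosome 18 from 69343356 to 69689079), and none of them closed or opened. The domain extended up to 1 Mb, a rule chosen after seeing the data, gave Tcf4 22 regions, of which 1 closed and 1 opened. In the authors' deposited table the largest falls lay at Epb42 (chromosome 2 from 121023395 to 121024313, log2 fold change -3.27) and Bmf (chromosome 2 from 118554482 to 118555129, -3.25). They were followed by a region on chromosome 3 with no named gene (-2.86 in the authors' deposited table) and by regions near Raet1a (-2.78) and A630001G21Rik (-2.71). Of these 5 regions, the one near A630001G21Rik alone was covered by a reproducible Tcf4 region (83.9% of its length). The largest rises in the authors' deposited table lay at Cwc22 (chromosome 2 from 77945249 to 77946756, 3.67) and near 4930440I19Rik (chromosome 2 from 78021569 to 78022447, 3.58), in an interval where peaks of all 4 assays covered more sequence in Tcf4 cKO. The next rises in the authors' deposited table were a region on chromosome 7 with no named gene (3.34), and regions near Gm5356 (3.05) and in an intron of Svep1 (2.92).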

Functional annotation of peak-associated genes using Genomic Regions Enrichment of Annotations Tool (GREAT) (McLean et al, 2010) highlighted that closing chromatin regions were associated with genes related to oligodendrocyte differentiation and myelination (Olig2, Myrf, Tcf7l2) while opening chromatin regions were linked to genes associated with astrocyte development (Fgfr3, NFIB, NFIX) (Fig. 5G). 

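GREAT was not rerun, and genes were assigned to regions by the nearest gene of the authors' annotation. Of a list of 19 oligodendrocyte-lineage genes, fixed before the data were examined, 17 were the nearest gene of at least 1 consensus region. They held 6 closing regions (0.531% of closing regions) and 50 of the remaining regions (0.165%), an odds ratio of 3.22 (95% interval, 1.38 to 7.53). This comparison did not pass Benjamini-Hochberg adjustment over the 18 comparisons of 6 gene lists (Fisher's exact test, p = 0.0151, adjusted p = 0.0907). When genes were assigned by a basal domain extended up to 1 Mb, a rule chosen after seeing the data, the odds ratio was 3.52 with an adjusted p of 3.9e-04 (Fisher's exact test). Of the alternatives set before, promoters left out gave 1.71 (adjusted p = 1.00), the stricter calls 2.25 (adjusted p = 1.00) and regions within 100 kb 3.68 (adjusted p = 0.0513, Fisher's exact tests). The 6 regions lay near Olig2, Myrf, Enpp6 with 2 regions, Bcas1 and Gpr17, and Sox8 had an opening region. The paper names Olig2, Myrf and Tcf7l2 for these data, so this list is not independent of them either. Lists without named genes were chosen after seeing the data. Without genes the paper names for these assays, 4 closing regions gave an odds ratio of 3.35 (adjusted p = 0.237). Without any gene the paper names, 4 gave 3.98 (adjusted p = 0.438, Fisher's exact tests). The Olig2 region lies on chromosome 16 of GRCm38 from 91246207 to 91247058, 20657 bp from the transcription start site, and fell by 0.54 on the log2 scale in the authors' deposited table. The Myrf region lies in an intron on chromosome 19 from 10232206 to 10233332 and fell by 0.68 on the log2 scale in the authors' deposited table. Tcf7l2 was the nearest gene of 13 regions, of which none closed or opened, and the extended rule gave it 2 closing regions. A list of 20 astrocyte-lineage genes held 14 opening regions (1.80%), 1 closing region and 66 of the remaining regions (0.218%). The odds ratio was 8.38 for opening against remaining regions (95% interval, 4.69 to 15.0, adjusted p = 2.0e-07) and 0.0483 for closing against opening regions (0.00634 to 0.368, adjusted p = 2.7e-04, Fisher's exact tests). The list holds genes that the paper names for these ATAC-seq data, so it is not independent of them, and 7 of the 14 opening regions lay near Fgfr3, Nfia and Nfix. Without genes the paper names for these assays, a choice made after seeing the data, 15 genes held 7 opening regions (odds ratio 5.84, adjusted p = 0.00694), and without any gene the paper names, 9 genes held 2 (odds ratio 3.25, adjusted p = 1.00, Fisher's exact tests). At an FDR under 0.01 and an absolute log2 fold change over 1, the second odds ratio was 0.0990 and no longer passed (adjusted p = 0.0755, Fisher's exact test). The 14 opening regions lay near Nfia with 3, Fgfr3, Nfix, Slc1a3 and Aldh1l1 with 2 each, and Mfge8, Id2 and Aqp4 with 1 each, and the closing region lay near Id2. By the extended rule Nfia had 3 closing and no opening regions, Nfix had 1 opening region, and Sox9 had 4 opening regions. The 3 Nfia opening regions by the nearest gene lie in introns within the gene (chromosome 4 from 97772734 to 98118874). The extended rule left them out, with at least 1 of the 2 intronic opening regions of Nfix. The closing regions it gave Nfia are thus other regions. The Fgfr3 regions lie on chromosome 5 from 33703990 to 33704617 and from 33705039 to 33706000, with log2 fold changes of 0.71 and 1.34 in the authors' deposited table. The Nfix regions lie in introns on chromosome 8 from 84793777 to 84794951 and from 84712310 to 84713016, with log2 fold changes of 0.73 and 1.94 in the authors' deposited table. Only the second had a peak in both Tcf4 cKO and neither WT library, while the first had a peak in all 4 libraries. Nfib was the nearest gene of 5 regions, none of them opening, and the extended rule gave it 1 opening region, in an intron on chromosome 4 from 82447034 to 82447833. Of the interneuron list, closing regions lay near Sst and Dlx2, and by the nearest gene no opening region lay near genes of the interneuron, microglia, endothelial and projection neuron lists. The extended rule gave the projection neuron list 4 opening regions. From the genes near these regions, read together with the motifs within them, the paper proposes that the loss of Tcf4 favours astrocyte-related over OPC-related genes.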

Motif enrichment analysis in differentially accessible regions revealed enriched binding motifs for bHLH- and Sox-related transcription factors in closing chromatin regions, while astrogenic NFI- and Sox-related transcription factors in opening chromatin regions in Tcf4 cKO brains (Fig. 5H). Thus, these findings suggest that the loss of Tcf4 in the Nkx2.1 lineage leads to alterations in chromatin accessibility, promoting the activation of astrocyte-related genes and the suppression of OPC-related genes.

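Homer was not rerun, and sequence cores were searched for on both strands of GRCm38 within 75 bp of the centre of each region. The E-box core CAGCTG, to which bHLH factors bind, was present in 369 of 1129 closing regions (32.7%) and in 12.2% of the remaining regions (odds ratio 3.51, 95% interval 3.08 to 3.99, adjusted p = 1.5e-68, Fisher's exact test). The tests were two-sided, with Benjamini-Hochberg adjustment over 10 comparisons. In opening regions the same core was present in 10.7% (odds ratio 0.864, 95% interval 0.687 to 1.09, adjusted p = 0.346, Fisher's exact test). The general E-box CANNTG was found in 75.0% of closing, 51.9% of opening and 48.0% of remaining regions, and its odds ratio of 3.26 in closing regions moved most with a window of 150 bp on each side, to 5.72. For opening regions the odds ratio of CANNTG, 1.17, fell below 1 against GC-matched (0.902) and distal regions (0.819). Against distal regions CANNTG was depleted past the threshold (95% interval 0.704 to 0.952, adjusted p = 0.0169, Fisher's exact test). The NFI core TTGGCA was present in 154 of 777 opening regions (19.8%) and in 8.73% of the remaining regions (odds ratio 2.59, 95% interval 2.16 to 3.10, adjusted p = 2.0e-20, Fisher's exact test). In closing regions it was present in 8.41% (odds ratio 0.961, adjusted p = 0.934, Fisher's exact test). The palindromic NFI site was found in no closing or opening region and in 9 remaining regions. The SOX core ACAAWG, in which W is A or T, was present in 25.9% of closing, 23.9% of opening and 18.9% of remaining regions, with odds ratios of 1.50 (95% interval 1.31 to 1.72) and 1.35 (1.14 to 1.60). The mean GC content of the windows was 49.4% in closing, 51.0% in opening and 57.3% in remaining regions. Against remaining regions matched on GC content, the odds ratio of the SOX core was 0.984 in closing (95% interval 0.851 to 1.14) and 0.987 in opening regions (0.824 to 1.18). Against the same background, CAGCTG in closing regions kept an odds ratio of 3.50 (3.02 to 4.06) and TTGGCA in opening regions one of 2.03 (1.66 to 2.49).

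**Figure D1:**
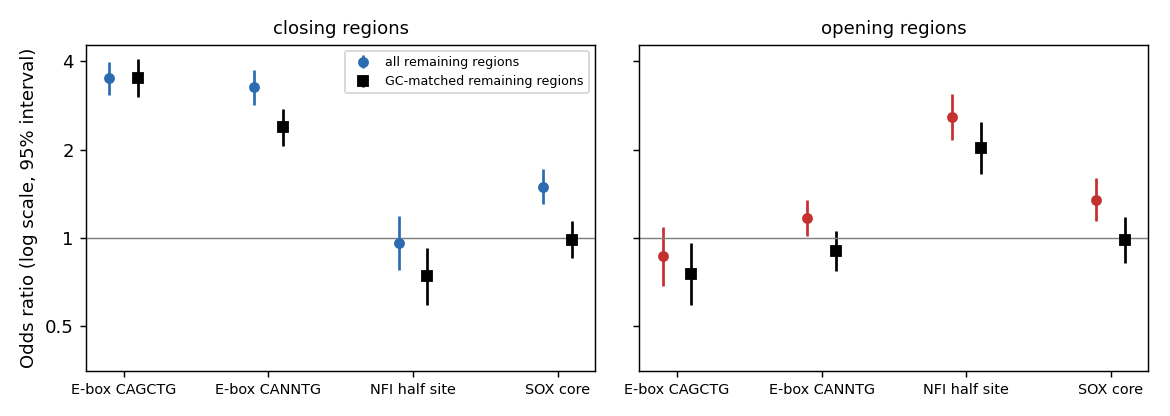
Odds ratios, on a log scale, of a motif core within 75 bp of the region centre in closing (left) and opening (right) regions against remaining regions. Coloured circles use all remaining regions and black squares GC-matched ones, bars are 95% intervals for counting error, and the SOX core moves onto 1 with the matched background.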

**Figure 5:**
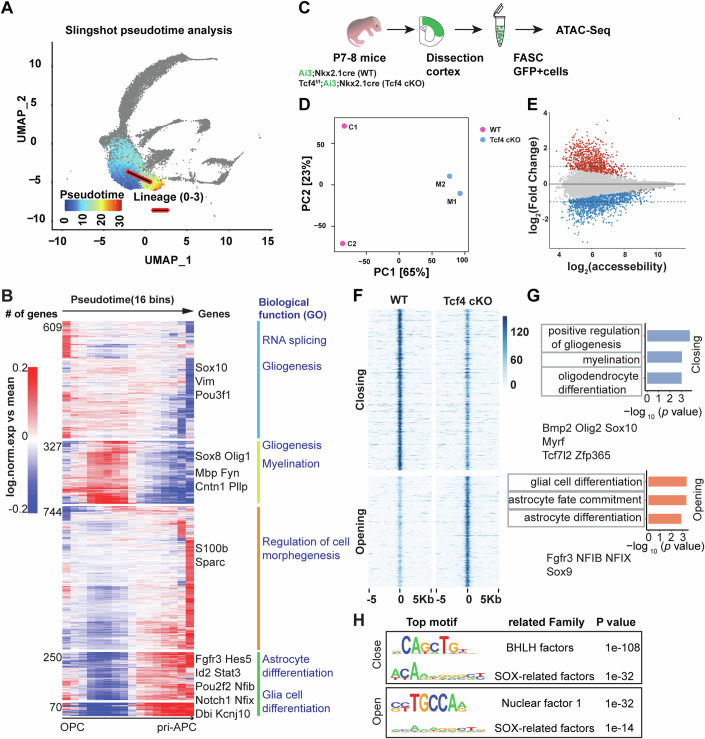
Activation of astrocyte gene expression leads to a cell fate transition. (**A**) Pseudotime trajectory via slingshot analysis illustrates pseudo-progression from the OPC progenitor cluster 0 to TIP cluster 3. (**B**) Temporally expressed genes along the pseudotime trajectory in (**A**) and related biological functions by gene oncology (GO). The heatmap displays the mean relative expression of each gene in all cells in each pseudotime bin. (**C**) Schematic diagram for analyzing the chromatin accessibility of cells from the Nkx2.1 lineage in the dorsal neocortex. (**D**) Principal-component analysis (PCA) of ATAC-seq of GFP-positive cells from Nxk2.1 lineage in the neocortex of WT and Tcf4 cKO mice. (**E**) MA plot displaying differential accessible peaks (DA peaks) following deletion of Tcf4 in Nkx2.1 lineage. Each dot represents a peak, colored dots indicate differentially accessible peaks (FDR < 0.05 | log2(fold change) > 0.5). Closing regions, blue; opening regions, red. (**F**, **G**) Differentially accessible chromatin regions and related functions of genes. (**F**) Heatmaps of ATAC-seq signal plots over differentially accessible regions concentrated by peak center. (**G**) Bar plots show region-related GO terms annotated by GREAT, the *P*-value were calculated using hypergeometric test and binomial test defined in GREAT. (**H**) Transcription factor binding motif enriched in differentially accessible regions in (**F**), identified by de novo motif analysis using Homer, the *P*-values were calculated by Homer to indicate the enrichment of motifs in target sequence compared to background sequence.

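Cut&Tag, in which an antibody guides the transposase to a chromatin mark, was performed on 50000 sorted GFP-positive cells per library from WT and Tcf4 cKO pups at postnatal day 7 or 8. Each of the 3 marks had 2 libraries per genotype. The authors called narrow peaks on each H3K4me1 and H3K27ac library and broad peaks on each H3K27me3 library with MACS2, and deposited 1 list per library with the fold enrichment, -log10 p-value and -log10 q-value of each peak. The lists held 55518 ± 5668 H3K4me1 peaks in WT and 68919.5 ± 5474 in Tcf4 cKO (SD, n = 2 each), a difference larger than the spread between replicates. There were 26445 ± 2783 H3K27ac peaks in WT and 24335 ± 3265 in Tcf4 cKO (SD, n = 2 each), and 15937.5 ± 1206 and 17477 ± 2411 H3K27me3 peaks (SD, n = 2 each), both within the spread between replicates. H3K4me1 peaks covered 30.0 ± 3.90 Mb in WT and 40.2 ± 3.34 Mb in Tcf4 cKO (SD, n = 2 each). A narrow peak in these lists has a q-value under 0.05 and a broad peak under 0.1, and read numbers are unknown here too. A mark was assigned to an ATAC region in a genotype when peaks of both libraries overlapped the region, and shares per library were also counted. No control library without an antibody was used here.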

To examine changes in histone modifications associated with transcriptional enhancers (H3K4me1), active enhancers and promoters (H3K27ac) and polycomb factor repression (H3K27me3), we performed Cleavage Under Targets and Tagmentation (Cut&Tag) (Fig. 6A; Appendix Fig. S6A–F). 

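H3K4me1 peaks of any of the 4 libraries overlapped 28089 of the 32120 ATAC consensus regions, 87.5% (Wilson 95% interval, 87.1 to 87.8%). When the regions were placed at random on their own chromosomes, 6.96 ± 0.133% overlapped a peak (SD over 100 placements, largest 7.35%). The share depends on the threshold of the peaks: at a -log10 q of at least 5 it was 55.0%, the alternative that moved it most. Leaving out each library in turn gave between 83.5 and 86.4%.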

A significant overlap of 89.93% was observed between ATAC peaks and H3K4me1 peaks (Appendix Fig. S6G), suggesting that a considerable proportion of distal ATAC peaks may function as potential enhancers. To further classify cis-regulatory elements associated with ATAC peaks, we integrated published regulatory regions from the ENCODE3 enhancer gene map, H3K4me1 peaks generated in this study, and regulatory regions from the Ensemble Regulatory Build (Zerbino et al, 2015) as a reference dataset. This reference dataset classified different regions into promoters, enhancers, and other distal elements (Appendix Fig. S6H,I). Upon overlapping our ATAC consensus peaks with this reference dataset, 13,909 peaks were assigned as promoters, while 15616 peaks were identified as enhancers (Appendix Fig. S6J). 

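In the authors' deposited annotation, 13909 consensus regions (43.3%) were promoters, 7948 (24.7%) lay in introns, 8064 (25.1%) were intergenic and 2199 (6.85%) lay elsewhere. The ENCODE and Ensembl regulatory regions were not used here, so no region was assigned as an enhancer. H3K4me1 peaks of any library overlapped 89.5% of the 18211 regions outside promoters (Wilson 95% interval, 89.0 to 89.9%) and 84.8% of the promoter regions (84.2 to 85.4%).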

Notably, 84.59% of peaks within the closing regions (Fig. 6B) and 78.12% of peaks in the opening regions were identified as enhancers (Fig. 6C).

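H3K4me1 peaks of both WT libraries overlapped 57.4% of closing (Wilson 95% interval, 54.5 to 60.3%) and 53.2% of opening regions (49.6 to 56.6%), an odds ratio of 1.19. This difference did not pass Benjamini-Hochberg adjustment over 6 comparisons (adjusted p = 0.101, two-sided Fisher's exact test), though it did with peaks of a -log10 q of at least 5 (odds ratio 1.60, adjusted p = 0.00209, Fisher's exact test). With peaks of both Tcf4 cKO libraries the shares were 51.5% of closing and 78.4% of opening regions (odds ratio 0.292, 95% interval 0.238 to 0.360, adjusted p = 2.1e-33, Fisher's exact test). H3K27ac peaks of both WT libraries overlapped 42.0% of closing and 10.0% of opening regions (odds ratio 6.49, 95% interval 4.99 to 8.43, adjusted p = 1.2e-55, Fisher's exact test), and the odds ratio without WT replicate 2 was 4.75. In Tcf4 cKO the H3K27ac shares were 17.6% of closing and 28.4% of opening regions (odds ratio 0.538, adjusted p = 6.4e-08), a difference that was not past the threshold at a -log10 q of at least 5 (odds ratio 0.866, adjusted p = 0.676, Fisher's exact tests). H3K27ac peaks present in both WT and neither Tcf4 cKO library were found at 146 closing regions (12.9%) and 3 opening regions, and the reverse at 79 opening regions (10.2%) and 1 closing region. H3K27me3 peaks of both WT libraries overlapped 4.25% of closing and 2.96% of opening regions (odds ratio 1.46, adjusted p = 0.211, Fisher's exact test), against 11.8% of the remaining regions. Their odds ratio lay on the other side of 1 at a -log10 q of at least 5 (0.687), and with peaks of either WT library it was 1.85 (adjusted p = 1.9e-04, Fisher's exact test). It was 2.25 without WT replicate 1 and 1.26 without WT replicate 2. In Tcf4 cKO the H3K27me3 shares were 2.83 and 2.96% (odds ratio 0.956, adjusted p = 0.890, Fisher's exact test).

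**Figure D2:**
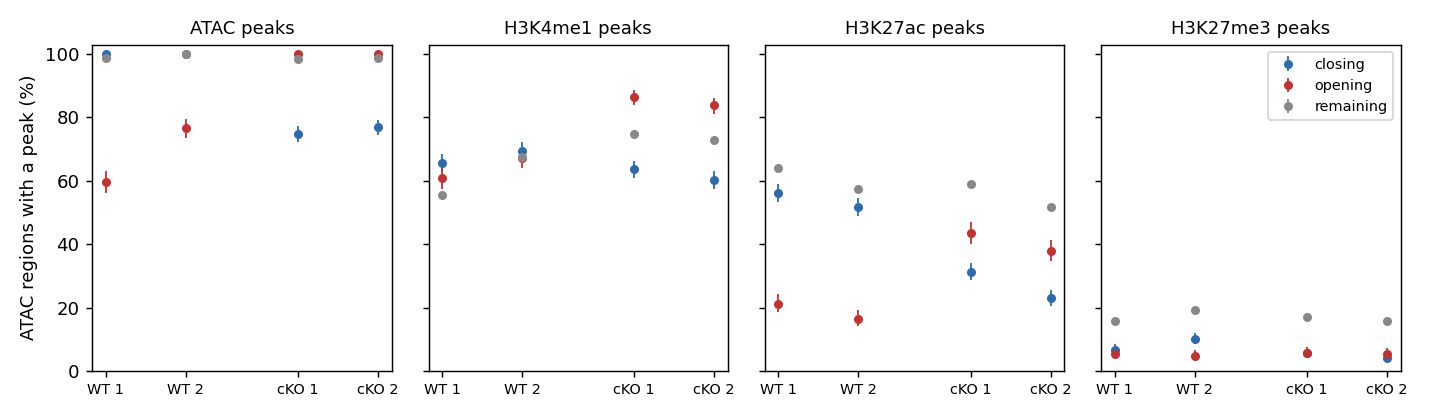
Percent of closing, opening and remaining ATAC regions with a peak of each assay in each library (WT 1 and 2, cKO 1 and 2 are the replicates), with Wilson 95% intervals. Closing regions lie above opening regions for H3K27ac in both WT libraries and below them in both Tcf4 cKO libraries.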

**Figure 6:**
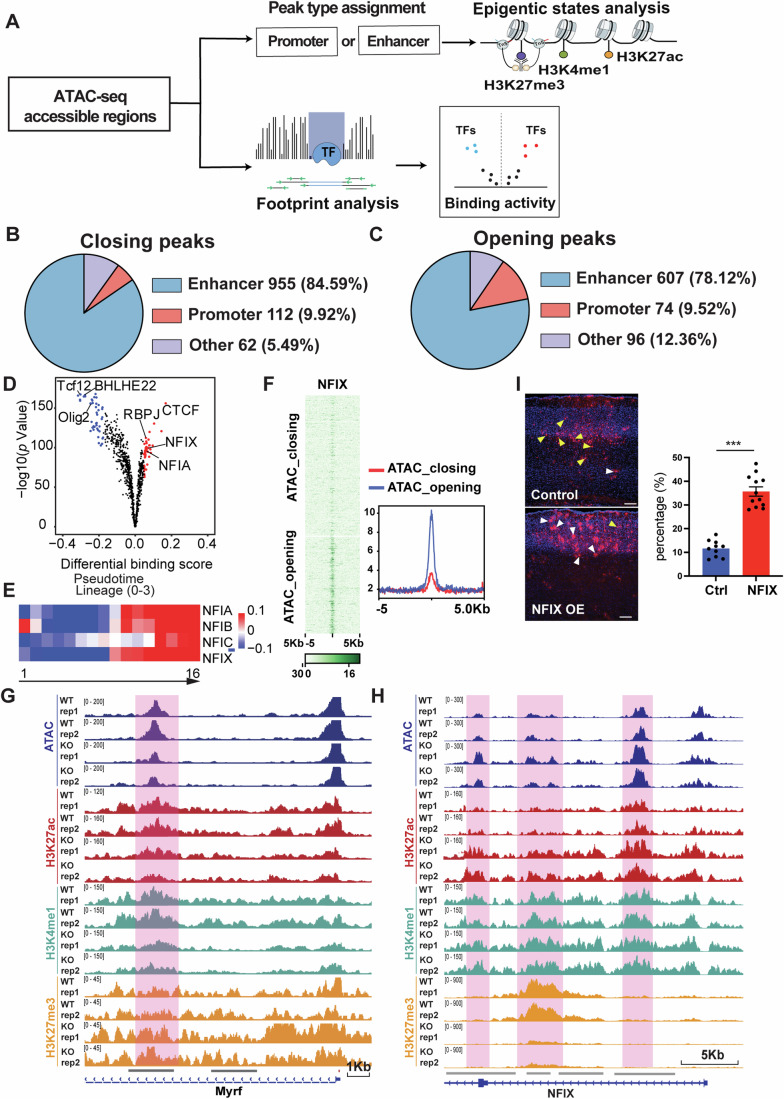
Activation of astrocyte genes by increasing chromatin accessibilities in enhancers promotes cell fate transition upon the loss of Tcf4. (**A**) A schematic diagram illustrates the integrated analysis strategy for ATAC seq data and Cut&Tag for histone modifications. ATAC peaks were assigned as promoters and enhancers according to the overlapping with reference datasets and their states were further confirmed by overlapping with histone markers. Footprint analysis was performed to examine the changes in the binding activity of transcription factors. (**B**, **C**) The peak assignment as promoters or enhancers among the closing peaks of ATAC (**B**), or among the opening peaks of ATAC (**C**). (**D**) Comparison of TFs binding activities in the Nkx2.1 lineage between WT and Tcf4 cKO brains. Volcano plots show the TOBIAS differential binding score on the x-axis and −log_10_ (*p*-value) on the y-axis, with each dot representing one TF, the *P*-value for each TF was calculated by comparing the enrichment from the target sequence to the background sequence in TOBIAS. The top 5% TFs are colored red in Tcf4 cKO and blue in WT. (**E**) The expression of NFI family transcription factors along pseudotime of the lineage (0–3). (**F**) Heatmap and profiles showed the binding activity of NFIX over differentially accessible regions centered by peak center. (**G**, **H**) Track snapshots illustrate chromatin accessibility and histone modifications in the predicted enhancer regions of Myrf (**G**) and NFIX (**H**). Gray boxes indicate predicted enhancers of embryonic mouse brains from ENCODE. (**I**) Representative images of control and NFIX-overexpression (NFIX-OE) brain sections at P7, and quantification of percentage of astrocytes in all RFP+ cells (*n* = 3 mice for each genotype were analyzed), *P* = 2.4e−09. T-test using linear mixed model is used for comparing two groups. Error bars represent mean ± SEM. ***p < 0.001.

We next aimed to identify transcription factors that may drive changes in the chromatin landscape. Footprint analysis was further performed to uncover the dynamic binding activity of transcription factors during the fate transition (Bentsen et al, 2020). 

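The authors scored footprints, the local drop in transposase insertions at a bound motif, with TOBIAS on 1 merged ATAC-seq alignment per genotype. Their deposited table gives 1205 motifs with a mean footprint score per genotype and a differential binding score, whose sign is used here to call a motif higher in WT (positive) or in Tcf4 cKO (negative). The score had the sign of the difference of mean scores in 86.7% of the motifs, so some motifs called higher in a genotype had the lower mean score there, NFIB (MA1643.1) among them. Merging leaves no replicates, so no p-value was computed for a family of motifs. Instead, the median score of a family was ranked among the medians of 10000 random sets of as many motifs, which describes these merged data alone. Motifs of a family share a core and may score many of the same sites, so they are not separate observations. Random sets mix unlike motifs, so a rank among them can overstate the evidence. The median of all motifs was 0.0236, and 65.6% of the motifs were higher in WT. The 72 motifs of bHLH factors that bind the E-box had a median of 0.14, above every random set, and each of them was higher in WT. Of these 72 motifs, 28 were among the 5% highest in WT. With each score centred on the median of all motifs, 69 stayed higher in WT and 3 were higher in Tcf4 cKO. The 8 NFI motifs had a median of -0.0473, below every random set, with 5 motifs higher in Tcf4 cKO and 3 higher in WT, and 4 among the 5% highest in Tcf4 cKO. With each score centred, the NFI median was -0.0709, with 7 motifs higher in Tcf4 cKO and 1 in WT. With 1 motif per transcription factor, the median of 5 NFI motifs was -0.0288, at percentile 2.33. The 30 SOX motifs had a median of 0.0284, at percentile 65.7. In the authors' deposited table Olig2 (MA1997.1) had a differential binding score of 0.246 and another motif for it, OLIG2 (MA0678.1), one of 0.0791. Tcf12 (MA0521.2) had a score of 0.302 in the authors' deposited table, among the 5 highest with Ptf1A (0.316), Bhlha15 (0.305), MYF5 (0.304) and BHLHA15 (0.284). Its other motifs in the authors' deposited table, Tcf12 (MA0521.1) and TCF12 (MA1648.1), had scores of 0.230 and 0.0823, the latter outside the 5% highest. The Tcf4 motifs themselves, TCF4 (MA0830.1) and TCF4 (MA0830.2), had scores of 0.126 and 0.109 in the authors' deposited table, outside the 5% highest. NFIX had scores of -0.0711 for MA0671.1 and 0.00341 for MA1528.1 in the authors' deposited table, both below the median of all motifs, and NFIA had a score of -0.0658. Among the 5 lowest scores in the authors' deposited table were those of CTCF (-0.168, -0.127 and -0.112 for its motifs) and NFIC (-0.109). The paper proposes from this shift between families that transcriptional regulation changes upon the loss of Tcf4.

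**Figure D3:**
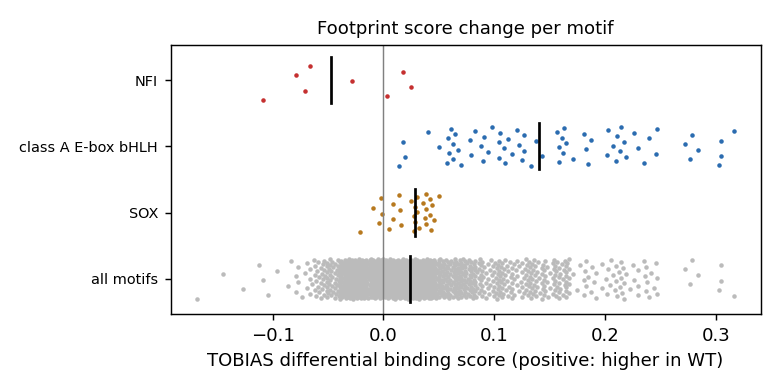
TOBIAS differential binding score of each motif in the NFI, E-box bHLH and SOX families and of all motifs, with each dot a motif and each black line a median. Positive scores are higher in WT, and the bHLH motifs lie to the right of 0 while NFI motifs lie on both sides.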

The results showed that a shift of bHLH-factor (e.g., Olig2 and Tcf12) activity in WT to activation of NFI (e.g., NFIA and NFIX) motifs in Tcf4 cKO, suggesting a change in transcriptional regulation upon the loss of Tcf4 (Fig. 6D). Given NFIA and NFIB promote astrogenesis (Canals et al, 2018; Deneen et al, 2006), we analyzed the expression of the whole NFI family genes in the pseudo-trajectory from OPC to TIP cells and found that their expression was increased (Fig. 6E), suggesting that NFI genes may be the key driver for astrogenesis in the Nkx2.1 lineage of Tcf4 cKO brains. Indeed, when profiling the binding activity of NFIX within the closing or opening chromatin regions, we found that the NFI transcription factor NFIX has higher binding activity in the opening regions compared to the closed regions (Fig. 6F). 

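Peaks of each library were counted over the gene body and 5 kb upstream of Nfix and Myrf, with no test between genotypes. Nfix lies on chromosome 8 of GRCm38 from 84699876 to 84800344 on the minus strand. H3K27ac peaks covered 1179.5 ± 99.7 bp of this interval in WT and 1529.5 ± 677 bp in Tcf4 cKO (SD, n = 2 each), a difference of 350.0 bp that was within the replicate spread and changed sign without Tcf4 cKO replicate 1 (-128.5 bp). At the opening region of Nfix from 84793777 to 84794951, 1 WT and both Tcf4 cKO libraries had an H3K27ac peak, and at the opening region from 84712310 to 84713016 none did. By -log10 q within its own list, the peak at the former stood at percentile 36.0 in WT replicate 2 and at 28.4 and 6.70 in Tcf4 cKO replicates 1 and 2. Over the whole interval, the strongest H3K27ac peak stood at percentiles 10.5 and 36.0 in WT replicates 1 and 2. In Tcf4 cKO replicates 1 and 2 it stood higher, at 53.0 and 49.8, and lay outside both opening regions. It was a different peak in each, from 84765515 to 84766669 in replicate 1 and from 84798870 to 84799289 in replicate 2. Neither replicate held a peak at the position of the other. H3K4me1 peaks covered 2839.5 ± 1480 bp in WT and 2481.5 ± 101 bp in Tcf4 cKO over Nfix (SD, n = 2 each), again within the spread. Myrf lies on chromosome 19 from 10208272 to 10240748 on the minus strand. H3K27ac peaks covered 1157 ± 184 bp of its interval in WT and 146 ± 206 bp in Tcf4 cKO (SD, n = 2 each), a gap that the replicates did not bridge. Tcf4 cKO replicate 1 held 1 H3K27ac peak over Myrf and replicate 2 held none, against 2 in each WT library. At a -log10 q of at least 5 no H3K27ac peak remained there in any library, so the difference was 0 bp. At the closing region in the Myrf intron, H3K27ac peaks were present in both WT libraries and absent from both Tcf4 cKO libraries. H3K4me1 peaks covered 1141 ± 337 bp over Myrf in WT and 872.5 ± 75.7 bp in Tcf4 cKO (SD, n = 2 each), within the spread. H3K27me3 peaks were absent over Myrf in both WT libraries and in Tcf4 cKO replicate 2, and replicate 1 held 1 of 448 bp.

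**Figure D4:**
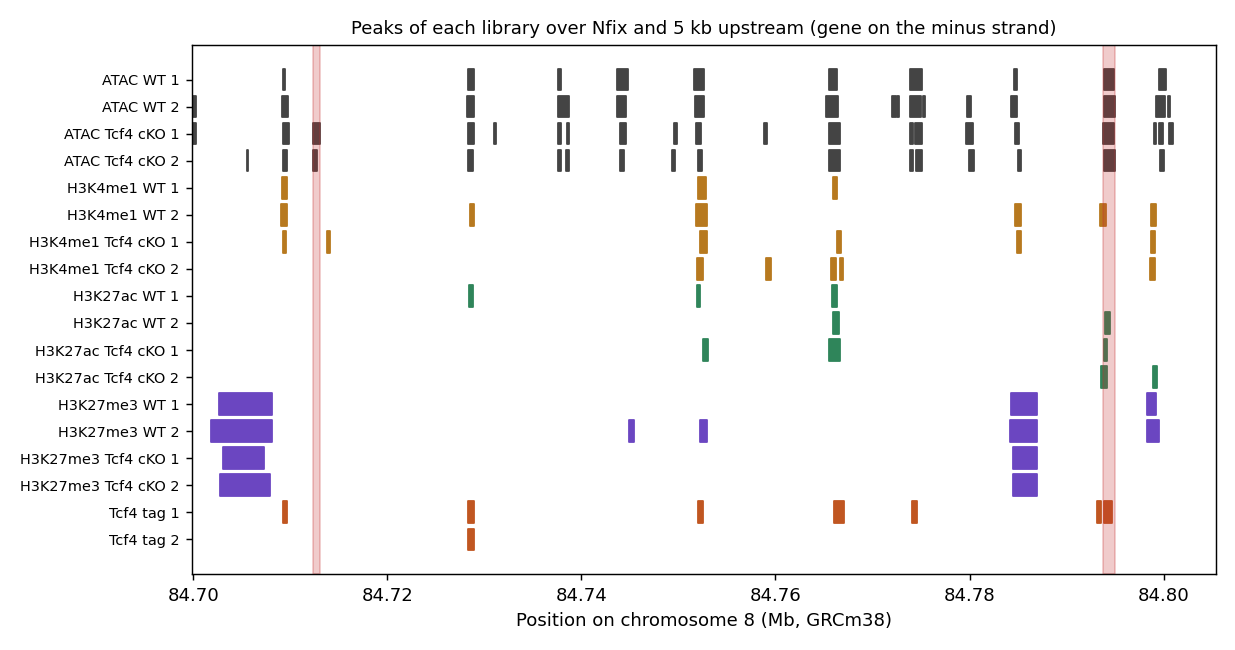
Peaks of each library, 1 line of bars per library, along Nfix and 5 kb upstream on chromosome 8 (Mb, GRCm38), with the opening regions shaded. H3K27ac peaks are few in both genotypes, and the broad H3K27me3 peaks are present in every H3K27me3 library.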

Consistently, when profiling the active histone mark H3K27ac and the polycomb-repressive histone mark H3K27me3, we found that the NFI transcription factor NFIX was activated through enhancer-mediated regulation, while the myelin regulatory factor (Myrf), a transcription factor involved in oligodendrocyte development (McKenzie et al, 2014; Xiao et al, 2016), was inactivated (Fig. 6G,H). Moreover, when NFIX was overexpressed in neural progenitors through in utero electroporation, the number of astrocytes significantly increased (Fig. 6I, from 11.62% in control to 35.69% with NFIX overexpression). Taken together, these data demonstrate that the activation of genes related to astrogenesis, facilitated by changes in enhancer epigenetic states, promotes the fate transition from OPC to APC upon the loss of Tcf4.

### Tcf4 orchestrates chromatin accessibility to control glial cell fate

To investigate how Tcf4 regulates the expression of genes associated with astrocyte development in the Nkx2.1 lineage of the dorsal neocortex, we generated a lineage-specific expression of Flag/HA-tagged Tcf4 mouse line (Appendix Fig. S7A–D). In this model, we inserted the Flag/HA-tag at the C-terminus of the endogenous Tcf4 locus, allowing specific Flag/HA-tag expression within the Nkx2.1 lineage upon Nkx2.1-Cre activation (Appendix Fig. S7E). 

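Tcf4 occupancy was measured in the Flag/HA-tagged Tcf4 mouse line, in 2 libraries of 200000 nuclei each from sorted cells at postnatal day 7 or 8. The authors called narrow peaks on each library with default MACS2 settings and deposited 1 list per library. The lists held 28606 peaks covering 18.2 Mb in replicate 1 and 16834 peaks covering 9.25 Mb in replicate 2. Peaks of both libraries were merged, and a merged region with a peak from each library was called a reproducible Tcf4 region. The IDR step that the paper describes was not rerun, and a control library without the tag was not used here. Summits and sequences were read on GRCm38.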

By performing Cut&Tag with an anti-Flag antibody on FACS-sorted Nkx2.1 lineage cells, we analyzed Tcf4 occupancy in a lineage-specific manner (Fig. 7A). 

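A peak of replicate 2 overlapped 49.6% of the peaks of replicate 1, and a peak of replicate 1 overlapped 85.4% of the peaks of replicate 2. Merging gave 14085 reproducible regions, which covered 12.0 Mb. Counting regions of either library moved this most, to 30960 regions covering 19.8 Mb, and the peaks of replicate 1 alone formed 28602 regions. At a -log10 q of at least 5 in both lists, 8098 reproducible regions were left. Promoters, within 1 kb of a GENCODE M21 transcription start site, made up 59.8% of the reproducible regions (Wilson 95% interval, 59.0 to 60.6%) and 45.7% of the regions of either library (45.1 to 46.3%).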

After peak calling, we identified a high number (38662) of Tcf4 binding sites (Fig. 7B,C). A de novo search for enriched DNA motifs by Homer revealed the canonical E-box motif of Tcf4 (Fig. 7D). 

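The core CAGCTG lay within 75 bp of the summit in 2022 of the 14085 reproducible regions, 14.4%. In windows of the same size centred 1000 bp to the right of the same summits it was present in 6.53% (odds ratio 2.40, 95% interval 2.21 to 2.60, p = 2.8e-104, two-sided Fisher's exact test). Against the centres of ATAC regions that hold no Tcf4 peak, 10.7% of which carry the core, the odds ratio was 1.40 (1.30 to 1.51, p = 1.1e-18, Fisher's exact test). For the general E-box CANNTG the direction was the opposite, with 45.9% at summits and 53.8% in the control windows (odds ratio 0.731, 95% interval 0.697 to 0.766). Either library alone gave odds ratios for CAGCTG of 2.19 and 2.66.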

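Peaks of either WT H3K4me1 library overlapped 10276 of the 14085 reproducible Tcf4 regions (73.0%), against 6.58% of the same regions shifted by 50 kb (odds ratio 38.3, 95% interval 35.5 to 41.3). Against ATAC regions that hold no Tcf4 peak, of which 68.6% overlapped a WT H3K4me1 peak, the odds ratio was 1.23 (1.17 to 1.30, p = 4.3e-14, two-sided Fisher's exact test). The overlap was 78.8% for the 5661 Tcf4 regions outside promoters and 69.1% for the 8424 at promoters. At a -log10 q of at least 5 the overlap was 37.1%.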

Notably, Tcf4 binding peaks were preferentially located in H3K4me1-enriched enhancer regions (Fig. 7E). We then analyzed Tcf4 binding activity in differentially accessible regions revealed by ATAC-seq (Fig. 5F) and found that the binding signal of Tcf4 was predominantly enriched in the closing chromatin regions (Fig. 7F), indicating that Tcf4 binding is required to maintain chromatin accessible at these loci. 

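A region was counted as bound when reproducible Tcf4 regions covered at least 30% of its length, the minimum that the paper gives. This held for 686 of the 1129 closing regions (60.8%, Wilson 95% interval 57.9 to 63.6%), 31 of the 777 opening regions (3.99%, 2.82 to 5.61%) and 36.2% of the remaining regions. The odds ratio was 37.3 for closing against opening (95% interval 25.5 to 54.4, adjusted p = 2.2e-164), 2.72 for closing against remaining (2.41 to 3.08, adjusted p = 3.9e-60) and 0.0731 for opening against remaining regions (0.0510 to 0.105, adjusted p = 1.6e-102, Fisher's exact tests). Without replicate 2 of the Tcf4-tag libraries, the odds ratio of closing against opening regions was 23.1. Over all alternatives it ran from 22.7, with regions of either library, to 126.8, at a -log10 q of at least 5. The median accessibility in WT, as log2 normalized reads in the authors' deposited table, was 6.89 for closing, 4.98 for opening and 7.13 for remaining regions. Against remaining regions of matched WT accessibility, up to 5 for each closing region, 29.6% of which were bound, the odds ratio of closing regions was 3.68 (95% interval 3.22 to 4.20, p = 3.2e-85, Fisher's exact test). A match was found for 560 of the opening regions, of which 31 were bound (5.54%) against 25 of 560 matched remaining regions (4.46%), an odds ratio of 1.25 (0.731 to 2.15, p = 0.493, Fisher's exact test). With promoters left out, 60.6% of closing and 21.9% of remaining regions were bound. From the enrichment in closing regions the paper concludes that Tcf4 binding is needed to keep these loci accessible.

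**Figure D5:**
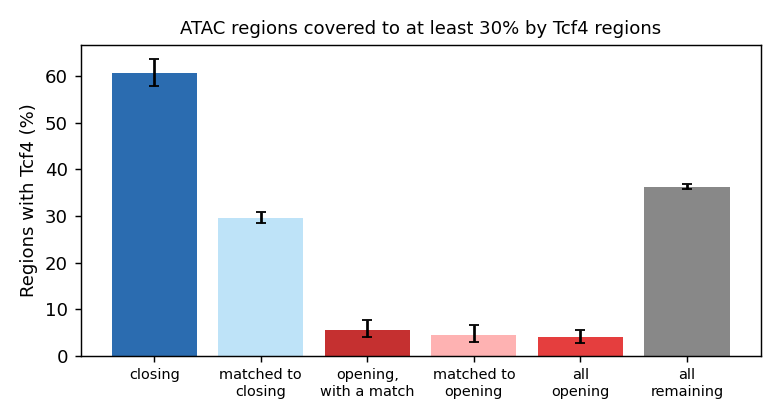
Percent of ATAC regions of which at least 30% of the length is covered by reproducible Tcf4 regions, with Wilson 95% intervals. The matched bars are remaining regions with the WT accessibility of the closing or opening regions, closing regions lie above their matched regions, and opening regions with a match overlap theirs.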

As the bHLH motifs were found in the closing regions (Fig. 5H), Tcf4 may directly bind to these regions to maintain the opening status of the chromatin and activate the gene expression to promote OPC differentiation.

**Figure 7:**
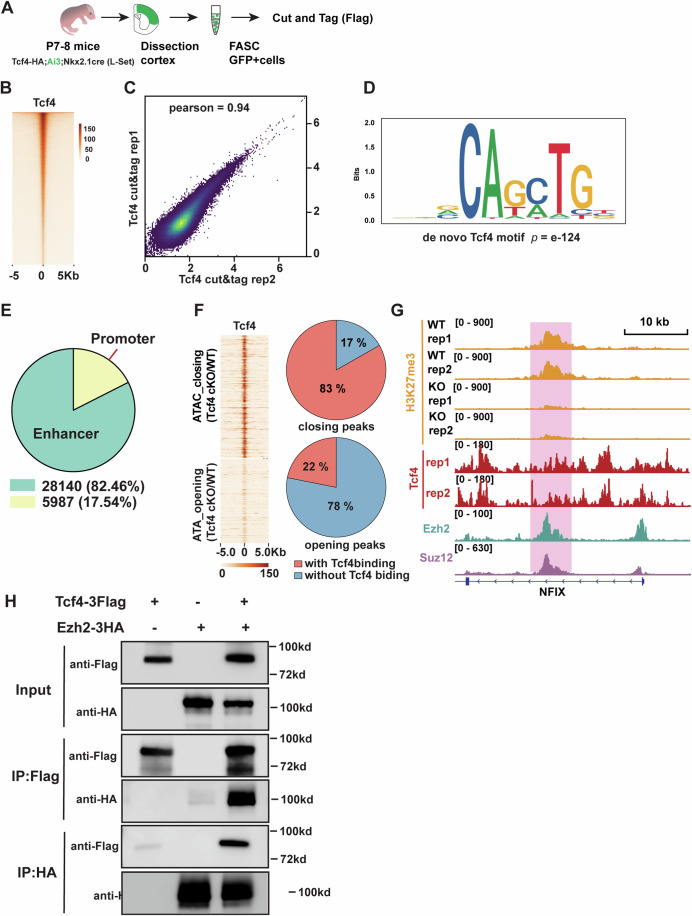
Tcf4 orchestrates chromatin accessibility to control glial cell fate. (**A**) A schematic diagram illustrates the sample collection and the Cut&Tag workflow for analyzing Tcf4 binding in the genome of cells derived from the Nkx2.1 lineage in the WT neocortices. (**B**) A heatmap shows the enrichment of Tcf4-binding signals around 5Kb of peak centers. (**C**) A Pearson correlation highlights the reproducibility of Tcf4 binding across experimental replicates. (**D**) De novo motif searching by Homer enriched canonical E-box motif of Tcf4. (**E**) Quantification of types of Tcf4-binding peaks annotated by overlapping with H3K4me1 signals, Encode-predicted enhancers and Ensemble-prebuild regulatory features. (**F**) The Tcf4-binding activity in differentially accessible regions. Heatmaps show the enrichment of Tcf4-binding signal over closing and opening regions. Pie charts show the percentage of Tcf4-binding peaks overlap with differentially accessible peaks. (**G**) Track snapshot of Track of CUT and TAG for H3K27me3 and Tcf4, and PRC2 components (Ezh2, Suz12) binding peaks around enhancers of NFIX. The light pink box indicates predicted enhancers of embryonic mouse brains on ENCODE. (**H**) Co-immunoprecipitation showing Tcf4 interacts with Ezh2.

The polycomb repressive complex 2 (PRC2) is essential for catalyzing methylation of H3K27 and represses gene expression during development (Laugesen et al, 2019; Pereira et al, 2010). 

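H3K27me3 peaks covered 10271.5 ± 1720 bp of Nfix and its 5 kb upstream in WT and 7180.5 ± 698 bp in Tcf4 cKO (SD, n = 2 each). The ranges of the genotypes did not overlap, with 9055 and 11488 bp in the WT and 6687 and 7674 bp in the Tcf4 cKO libraries, though 2 libraries against 2 allow no exact permutation p under 0.33. Leaving out each library in turn kept the difference between -4307.5 and -1874.5 bp. The strongest of these peaks, by -log10 q within its own list, stood at percentiles 99.0 and 99.4 of the WT lists and 80.1 and 72.6 of the Tcf4 cKO lists. H3K27me3 peaks remained over Nfix in Tcf4 cKO, 2 in each library against 3 and 5 in WT.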

We found that the enrichment of H3K27me3 was significantly decreased at the putative enhancers of NFIX after Tcf4 loss (Fig. 7G). Meanwhile, these regions also possess binding signals of Tcf4, Ezh2, and Suz12, components of the PRC2 complex (Fig. 7G), implicating that Tcf4 may associate with PRC2 complex to repress astrocytic genes. Indeed, using co-immunoprecipitation assay, we found Tcf4 was associated with PRC2 component Ezh2 (Fig. 7H). 

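Replicate 1 of the Tcf4-tag libraries held 7 Tcf4 peaks over Nfix and its 5 kb upstream, and replicate 2 held 1. The reproducible Tcf4 region lies on chromosome 8 from 84728288 to 84728910, with its summit at 84728666. The reference sequence around its CAGCTG core nearest to the summit, 73 bp away, is CCCACTGCCACAGCTGCTCAGAGGGA. It overlaps neither opening region of Nfix, of which the one from 84793777 to 84794951 held a Tcf4 peak in replicate 1 alone and the one from 84712310 to 84713016 held none. Neither opening region of Nfix overlapped an H3K27me3 peak in any library, nor did the reproducible Tcf4 region. The strongest H3K27me3 peak there, from 84784119 to 84786934 in WT replicate 2, held no Tcf4 peak of either library. A Tcf4 peak of replicate 1 alone (84751981 to 84752498) overlapped an H3K27me3 peak of WT replicate 2 alone (84752182 to 84752943). At Myrf, for comparison, a reproducible Tcf4 region from 10232325 to 10233058 covers 65.1% of the closing region, with CCACCCCCCACAGCTGTGGCTGCTGG around its core. Ezh2 and Suz12 binding was not analysed here. The paper proposes from the shared signals that Tcf4 may act with the PRC2 complex to repress astrocytic genes. It also reports that Tcf4 and Ezh2 co-immunoprecipitated from transfected cells.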

Taken together, these data demonstrate that Tcf4 mediated transcriptional program actively promotes the oligodendrocyte fate while repressing the undesired astrocyte fate, likely associated with PRC2, in the Nkx2.1 lineage of the dorsal neocortex. Upon the loss of Tcf4, astrogenic genes are activated, which promotes the fate transition from the OPCs to APCs, indicating an essential role for Tcf4 in regulating the fate restriction of OPCs.

## Discussion

Regionally allocated astrocytes interact with neurons to establish local neural circuits (Allen et al, 2022; Cheng et al, 2023; Huang et al, 2020; Kofuji and Araque, 2021). However, how astrocytes are allocated to restricted brain regions spatially remains largely unknown. Here, we report that cell fate restriction governs the regional allocation of astrocytes based on their embryonic origin during brain development. Astrocytes are regional allocated, whereas OPCs within the cortex are derived from RGCs located in three distinct regions, including MGE, lateral and caudal ganglionic eminences (LGE-CGEs), and dorsal ventricular zone of the neocortex, following a temporal pattern during brain development (Kessaris et al, 2006). We propose a novel mechanism by which the restricted fate of OPCs originating from the ventral telencephalon ensures the specific allocation of astrocytes within this region. Tcf4 is required to retain the allocation of astrocytes derived from Nkx2.1-RGCs to the ventral telencephalon. While oligodendrocytes migrate tangentially from the ventral telencephalon to the dorsal neocortex, astrocytes generated from the same progenitors within the ventricular zone of the ventral telencephalon are exclusively allocated to the local region. To ensure proper regional allocation, Tcf4-mediated transcriptional regulation restricts the fate of OPCs produced by Nkx2.1-RGCs in the dorsal neocortex to the oligodendrocyte lineage but not the undesired astrocyte lineage, preventing ectopic allocation of astrocytes originated from Nkx2.1-RGCs in the dorsal neocortex. Previous study showed that astrocytes are restricted to specific domains of the spinal cord even after acute injury (Tsai et al, 2012), suggesting that the intrinsic properties of astrocytes in maintaining their spatial identity. Together with our data, we propose that the intrinsic transcriptional program plays an essential role in confining astrocyte allocation to restricted spatial domains according to their embryonic origin during brain development. We observed that ectopic astrocytes exhibit similarities with local astrocytes in morphology, interaction with blood vessels, and calcium activities, while differ from the ventral astrocytes derived from the same RGCs expressing Nkx2.1, suggesting that the local environment may influence the characteristics of ectopic astrocytes and prompt them to adopt local neural circuits.

During early cortical development, OPCs originating from Nkx2.1-RGCs in the ventral telencephalon migrate to the neocortex and differentiate into oligodendrocytes (Kessaris et al, 2006; van Bruggen et al, 2022). Unlike APCs, OPCs proliferate and differentiate into OLs throughout the entire lifespan (Huang et al, 2013; Hill et al, 2024). In the early developmental stages, APCs and OPCs share some marker gene expression, such as NFI proteins and FGFR3 (Molofsky et al, 2012). The fate of OPCs is regulated by both intrinsic and extrinsic factors (Elbaz and Popko, 2019; He and Lu, 2013). However, the mechanisms that restrict OPC fate to prevent the generation of APCs remain unclear. Analysis of single-cell transcriptome from the Nkx2.1 lineage of Tcf4 cKO neocortex reveals a distinct population of cells expressing both OPC genes and APC genes, identified as TIP cells. These TIP cells subsequently undergo differentiation into astrocytes in the dorsal neocortex. These findings uncover the crucial role of Tcf4 in restricting the fate of OPCs in the Nkx2.1 lineage, preventing astrocyte development in the dorsal neocortex. ATAC-seq and Cut&Tag data demonstrate the prominent effect of Tcf4 loss on genes related to oligodendrocyte development, providing compelling evidence for Tcf4’s role in promoting opening and active chromatin environments at these sites to restrict OPC fate in the Nkx2.1 lineage within the dorsal neocortex. Meanwhile, analysis reveals that the NFIX locus contains Tcf4-occupied sites in Nkx2.1 lineage cells, and this locus becomes more accessible upon the loss of Tcf4, promoting astrocyte development. Therefore, Tcf4 may play a lineage-specific role in controlling cell fate. This could be achieved by interacting with specific binding partners to regulate lineage-specific gene expression. 

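Over Nfix and its 5 kb upstream, ATAC-seq peaks covered 9261.5 ± 2699 bp in WT and 9122.5 ± 1620 bp in Tcf4 cKO (SD, n = 2 each), a difference of -139 bp within the spread of the libraries. Its sign changed when WT replicate 2 (1769.5 bp) or Tcf4 cKO replicate 2 (1006.5 bp) was left out. Without WT replicate 1 the difference was -2047.5 bp, and without Tcf4 cKO replicate 1 it was -1284.5 bp. It was -1074 bp at a -log10 q of at least 5 and -354.5 bp with equal numbers of peaks per library. Of the 6 consensus regions for which Nfix is the nearest gene, 2 opened and none closed, and the extended rule, chosen after seeing the data, gave it 1 opening region of 9.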

The expression of Tcf4 in the Nkx2.1 lineage of the dorsal neocortex is essential for restricting OPC fate towards oligodendrocyte differentiation, but not astrocyte, which ultimately enables astrocytes to be regionally allocated according to their embryonic origin, highlighting the importance of the intrinsic program in regulating the restriction of OPC fate.

The dorsal neocortex and ventral telencephalon are distinct brain regions that are spatially separate and perform different functions in advanced behaviors. Astrocytes within these regions provide functional supports for neurons unique to each region (Cheng et al, 2023; Khakh and Deneen, 2019). However, a systemic analysis of the impact of ectopic astrocytes on local neuronal and glial functional networks in future studies would provide further insights into how regionally allocated astrocytes influence regional neuronal circuits. In addition, it is important to explore how these astrocytes contribute to mouse behaviors relevant to Pitt-Hopkins syndrome. Our findings reveal an unappreciated role of Tcf4 in determining the cell fate restriction of the Nkx2.1 lineage in the ventral telencephalon, which ensures that astrocytes are allocated to restrict regions based on their embryonic origin. This discovery holds the potential for generating region-specific astrocytes and provides further insights into the neurodevelopmental defects of Pitt-Hopkins syndrome, which is caused by mutations in TCF4.

## Methods

**Table:** Reagents and tools table

Reagents/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Mouse: Tcf4^f/f^	Wang et al (2020b)	N/A
Mouse: Nkx2.1-Cre	Xu et al (2008)	N/A
Mouse: Tcf4-3xHA-3xFlag	This paper	N/A
**Recombinant DNA**		
PB-GFP	This paper	N/A
PB-RFP	This paper	N/A
PBase	This paper	N/A
**Antibodies**		
Chicken anti-GFP	Abcam	Ab13970
Rabbit anti-GFAP	Dako	Z0334
Goat anti-SOX9	R&D Systems	AF3075
Rabbit anti-S100β	Dako	Z0311
Rabbit anti-Aldh1l1	Abcam	Ab87117
Rabbit anti-Olig2	Millipore	AB9610
Mouse anti-CC1	Millipore	OP80-100UG
Rat anti-PDGFRα	BD Bioscience	558774
Rabbit anti-NeuN	Abways	CY5515
Rabbit anti-Laminin	Sigma	L9393
Rabbit anti-BLBP	Abcam	Ab32423
Rabbit anti-RFP	Clontech	632496
Rabbit anti-HA	Cell Signaling Technology	3724s
Mouse anti-Flag	Smart-Lifesciences	SLAB0101
Rabbit anti-H3K4me1	Abcam	ab8895
Rabbit anti-H3K27me3	Cell Signaling Technology	9733s
Rabbit anti-H3K27ac	Abcam	ab4729
Goat anti-Rabbit IgG H&L	Abcam	ab6702
Goat anti-Mouse IgG H&L	Abcam	ab6708
**Chemicals, enzymes and other reagents**		
rAAV-pZac.1-GfaAGC1D-cyto-Gcam6f-SV40-PA	BrainVTA	PT1450
DMEM	Thermo Scientific	21063029
HBSS	Thermo Scientific	14025076
protease inhibitors	Pierce	A32963
Tamoxifen	Sigma	T6548
Neural Tissue Dissociation Kit	Miltenyi Biotec	130-092-628
Hyperactive In-Situ ChIP Library Prep Kit for Illumina (pG-Tn5)	Vazyme	TD901
TruePrep DNA Library Prep Kit V2 for Illumina	Vazyme	TD501
TruePrep Index Kit V2 for Illumina	Vazyme	TD202
MinEluteGel Extraction kit	Qiagen	28606
SPRIselect beads	Beckman Coulter	B23319
MaXtract High Density Tubes	Qiagen	129046
DNA Clean Beads	Vazyme	N411
**Software**		
Imaris10.0.2	https://imaris.oxinst.com	RRID:SCR_007370
Seurat v3	https://satijalab.org/seurat/	RRID:SCR_016341
MACS2 2.2.7.1	https://github.com/macs3-project/MACS/wiki/Install-macs2	N/A
Homer v4.11.1	http://homer.ucsd.edu/homer/motif/	RRID:SCR_010881
Diffbind2	https://bioconductor.org/packages/release/bioc/html/DiffBind.html	RRID:SCR_012918
TOBIAS	https://github.com/loosolab/TOBIAS	N/A
Fiji/ImaeJ	https://imagej.net/software/fiji/downloads	RRID:SCR_002285
Deeptools v3.5.1	https://test-argparse-readoc.readthedocs.io/en/latest/index.html	RRID:SCR_016366

### Methods and protocols

#### Experimental animals

Tcf4f/f (Wang et al, 2020b) mice were crossed to Nkx2.1-Cre (Xu et al, 2008) to generate Tcf4f/+; Nkx2.1-Cre mice, which were further crossed to Tcf4f/f to generate Tcf4f/f; Nkx2.1-Cre (Tcf4 cKO) mice. Tcf4-3xHA-3xflag mice were generated at BIOCYTOGENE. All animal work was approved by Animal Care and Use Committee of Shanghai Medical College of Fudan University (20200306-12).

#### Immunohistochemistry

For postnatal brain samples, animals were first anesthetized and perfused with 1x phosphate buffered saline (1x PBS) and followed by 4% PFA. Then brains were collected and fixed in 4% Paraformaldehyde (PFA) overnight except in the case of PDGFRα immunostaining where fixation for less than 4 h is necessary. Fixed brains were first washed with 1x PBS and dehydrated in 30% sucrose dissolved in 1x PBS till they sank to the bottom. Brain samples were sectioned into 30 μm slices for immunostaining. For co-staining of Aldh1l1, PDGFRα, and GFP, antigens were retrieved in pH 6.0 citrate buffer at 65 °C for 5 min to protect PDGFRα and GFP signals. Slices were permeabilized in 0.5% Triton-X in 1x PBS for 30 min and then incubated in blocking buffer (5% donkey serum with 0.1% Triton-X in 1x PBS) for 1 h. After that, slices were incubated in primary antibody solution in 4 °C overnight. In the following day, slices were first washed with 1x PBS and then incubated in secondary antibody solution for 2 h at room temperature before mounting.

#### Tamoxifen induction

Tamoxifen was dissolved in corn oil (20 mg/ml) by rotating overnight at room temperature. Timely pregnant females received a single intraperitoneal injection of tamoxifen (100 mg/kg of body weight) at E12.5. Live embryos were recovered at E19 through cesarean section, and raised until P21 for analysis.

#### In utero electroporation

To label local astrocytes in the neocortex, we performed in utero electroporation on timed pregnant mice at embryonic day 16.5 (E16.5). After anesthetizing the pregnant mice, the embryos were carefully exposed. Plasmids expressing PBase and PB-GFP, diluted to a final concentration of 1 μg/μl in 1x PBS, were injected into the embryos’ lateral ventricles. Electroporation was performed using a BTX system, delivering five 50 ms pulses of 35 V with 950 ms intervals. Upon completion of the procedure, the embryos were carefully returned to their original positions, and the surgical incisions were sutured. Post-surgery, the mice were returned to their home cages, allowing the electroporated embryos to develop normally until birth.

#### Brain slice clearing using CUBIC

To analyze the morphology of ectopic astrocytes in the neocortex, tissue clearing was performed using CUBIC with slight changes (Susaki et al, 2015). First, after deep anesthetization of mice, cardiac perfusion was performed with 10 ml of 1x PBS and followed with 10 ml of 4% PFA. Brains were collected and post-fixed in 4% PFA at 4 °C overnight. Brains were sectioned into 400 to 500 μm slices. After washing the slices with 1x PBS for 2 h twice at room temperature, the slices were immersed into 1/2-water-diluted reagent1 at 37 °C on a shaker for 6–12 h. Then 1/2-water-diluted reagent was replaced with reagent1 and incubated at 37 °C on a shaker for 2–4 days till slices became transparent in reagent1. Then transparent slices were washed with 1x PBS for 2 h twice at room temperature and immersed in 20% sucrose in PBS at 4 °C till the slices sank into the bottom. After that, slices were washed with 1x PBS three times, 5 min per time slightly. Then slices were incubated in primary antibody solution, diluted in 0.1% (v/v) Triton-X-100, 0.5% (w/v) BSA, and 0.1% ProClean 300 in 1x PBS, for 8 days at room temperature. After incubation of the primary antibody, slices were washed with 5 ml of 0.1% (v/v) Triton-X-100 in 1x PBS for 2 h twice and incubated in secondary antibody solution diluted with the same buffer as primary antibody solution at room temperature for 8 days in the dark. Slices were washed with 5 ml of 0.1% (v/v) Triton-X-100 in 1x PBS for 3 times, and 2 h per time. After washing, slices were immersed in 1/2-PBS-diluted reagent2 and incubated at room temperature overnight. Then 1/2-PBS-diluted reagennt2 was replaced with reagent2 and incubated for 24 h at room temperature in the dark. Stained slices were stocked in reagent2 and images were taken under Nikon confocal microscope mounted in reagent2.

#### Imaging and 3D reconstruction

After slice cleaning and immunostaining, the slices were carefully mounted on glass slides suing R2 reagent. To prevent deformation of brain slices, small agarose pieces matching the thickness of the slices were positioned at the four corners of the slides before placing the coverslip. Imaging was carried out using a Nikon A1R confocal microscope equipped with a 25× objective lens. To minimize Z-axis stretching, images were captured with a fine z-step of 0.5 μm. Subsequently, the captured images underwent denoising via the deep learning method noise2void to enhance the visibility of astrocyte processes (Krull et al, 2018). Following this denoising process, 3D reconstruction was executed using Imaris software. Surfaces were created to build the 3D structure of the astrocytes, and the territory volume was analyzed. These surfaces were then employed to mask the fluorescence signal of astrocytes for further filament analysis.

#### Single-cell dissociation

The dissected neocortices were cut into pieces and digested using the Neural Tissue Dissociation Kit (130-092-628, Milteny Biotec) following the manufacturer’s instructions. Briefly, the neocortices from pups of postnatal day 7 or 8 were dissected under a microscope and transferred into the ice-cold digestion buffer (with papain and DNase) into one type-C tube. After that, type-C tubes were attached to the gentleMACS Octo Dissociator with Heaters with the gentleMACS Program for 22 min. After digestion, type-C tubes were detached from the Dissociator and washed with 2 ml of 0.04% BSA in 1x HBSS with Ca^2+^, and Mg^2+^. The cell clumps were gently dissociated into single-cell suspension with 1 ml tips. Cells were filtered through a 40 μm filter into a 15 ml tube. They were then centrifuged and washed with 0.04% BSA in 1x HBSS with Ca^2+^, and Mg^2+^ twice to remove myelinated debris. Resuspend cells from each tube in 10% FBS in DMEM without phenol red. GFP-positive cells were collected via fluorescence-activated cell sorting (FACS). Cell viability was qualified by trypan blue staining. Each 10x scRNA library was prepared by pooling FACS sorted cells from 4 pups for each genotype.

#### Library preparation for single-cell RNA sequencing

Single-cell capture and library preparation were performed using the 10x Genomics Chromium Single Cell 3‘ v2 or v3 assays. Single-cell suspensions were centrifuged at 400 × *g* for 5 min at 4 °C to gather cells at the bottom of the tube. Remove the supernatant without touching the cell pallet and scale the cell concentration to about 300 cells per μl. 20,000 cells were loaded with the 10x Genomics Chromium Controller for single-cell capture with an efficiency of 50%. The cDNA was amplified for 15 cycles. Then the libraries were constructed according to manufacturer’s constructions. The generated paired-end libraries were sequenced on the Illumina Novaseq 6000 platform. After sequencing, raw reads were processed and aligned using the 10x Genomics software Cell Ranger version 5.0.0.

#### Single-cell RNA-seq data processing

The expression matrixes of control and Tcf4 cKO group were imported into Seurat and two Seurat objects were created. For each Seurat object, cells with genes detected lower than 200 or higher than 7500 or with a higher percentage of mitochondrial genes than 20 percent were discarded (considered to be low-quality cells that exhibit extensive mitochondrial contamination). The gene counts of each object were normalized. After normalization, two Seurat objects were integrated into one Seurat object according to the tutorial at https://satijalab.org/seurat/archive/v3.2/immune_alignment. To remove the effect of cell cycle genes on cell cluster identification, cell cycle genes were regressed out. The dimension reduction was performed by “RunPCA”, followed by RunUMAP to generate a UMAP, and cell clusters were identified by running “FindNeighbors”, and “FindClusters(…, resolution = 1)”. Cell markers were found by running “FindAllMarkers” and cell clusters were annotated with genes with top rank of gene expression and known genes that are exclusively expressed in different cell types, such as Aldh1l1 for astrocytes or astrocyte precursors, PDGFRα for oligodendrocyte precursors. Umap plots were plotted with “Dimplot” in Seurat. After cluster annotation, clusters with the same identity were combined into one cell type, and the percentage of different cell types was calculated.

To infer developmental trajectory, the Monocle3 pipeline was performed according to the tutorial at https://cole-trapnell-lab.github.io/monocle3/. Based on the results of monocle3, there is a lineage tree started from TIP to APC. To simply reconstruct the trajectory from TIP to APC, we subset TIP and APC clusters and performed trajectory analysis using monocle (Qiu et al, 2017b). Since it have been reported that monocle3 can report lineage that don’t exist biologically, to further confirm the lineage diversification after loss of Tcf4, we also performed trajectory analysis using slingshot on the whole dataset (…, reducedDim = ‘PCA’, clusterLabels = seurat_clusters, start.clus = 0, approx_points = 100) (Street et al, 2018) were used. To identify dynamic gene expression along pseudotime, tradeSeq was used (Van den Berge et al, 2020). After filtering out genes with low levels of pseudotemporal change, cells were clustered into 18 bins with equal pseudotime breaks, and the mean of normalized expression was calculated. The normalized expression of genes was plotted and grouped by hierarchical clustering into 10 initial modules using the R package “pheatmap”. The gene ontology was performed using the R package “cluterProfiler” (Yu et al, 2012).

#### CUT&Tag library preparation and sequencing

CUT&Tag was carried out as previously described (Kaya-Okur et al, 2020), with minor changes, using Hyperactive In-Situ ChIP Library Prep Kit for Illumina (pG-Tn5) (TD901, Vazyme). Briefly, 50,000 GFP+ cells sorted by FACS were washed and bound to Concanavalin A-coated magnetic beads in Wash buffer (10x Wash buffer, 1X protease inhibitors (A32963, Pierce), rotated for 10 min at RT. Cell-bead slurry was then resuspended in Dig-Wash buffer (Wash buffer containing 0.05% Digtonin) additionally supplemented with 0.1% BSA and 2 mM EDTA, incubated with primary antibody (rabbit anti-H3K4me1/ab8895/Abcam, rabbit anti-H3K27ac/ab4729/Abcam, rabbit anti-H3K27me3/9733s/Cell Signaling Technology) overnight at 4 °C. After incubation with a secondary antibody (Goat anti-Rabbit IgG H&L, ab6702, Abcam) rotated for 1 h at RT, cell-bead slurry was washed 3 times with Dig-Wash buffer and further incubated with pG-Tn5 prepared in Dig-300 buffer (10x Dig-300 buffer, 0.01% Digitonin, 1x protease inhibitors) for 1 h at RT. The cell-bead slurry was then washed 3 times with Dig-300 buffer and subjected to tagmentation in Dig-300 buffer with 10 Mm MgCl_2_ for 1 h at 37 °C. To stop tagmentation, the mixture was adjusted to 16.5 mM EDTA and 0.1% SDS and digested with Proteinase K overnight at 37 °C. Tagmented DNA was purified via Phenol-Chloroform extraction with a phase-lock tube (MaXtract High Density Tubes#129046, Qiagen). Further, the libraries were prepared with TruePrep Index Kit V2 for Illumina (TD202, Vazyme) and were purified with DNA Clean Beads (N411, Vazyme). Library quality and quantity were assessed by Thermo Qubit and LabChip, and paired-end sequencing reads (150 bp) were generated on Illumina NovaSeq4000.

For Tcf4 CUT&Tag, sorted cells were centrifuged, and then gently resuspended in Nuclear extraction buffer (20 mM HEPES (PH 7.9), 10 mM KCl, 0.5 mM spermidine, 0.1% Triton X-100, 20% glycerol and 1X protease inhibitors) and incubated on ice for 10 min. After incubation, nuclei were spun down, resuspended in Wash buffer and counted. 2 × 10^5^ Nuclei were subjected to CUT&Tag essentially as described above. Mouse anti-flag antibodies (SLAB0101, Smart-Lifesciences) and Goat anti-Mouse IgG H&L (ab6708, Abcam) were used as primary and secondary antibodies.

#### ATAC-seq library preparation and sequencing

ATAC-seq was performed as previously described (Corces et al, 2017), using TruePrep DNA Library Prep Kit V2 for Illumina (TD501, Vazyme). Briefly, 50,000 FACS-sorted GFP+ cells were collected by centrifugation (500 × *g*, 5 min, 4 °C), and permeabilized for 10 min on ice in 100 μl Nuclear Lysis buffer (320 mM Sucrose, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 10 mM Tris-HCl (PH 8.0), 0.1% NP-40). After centrifugation for 5 min at 2000 × *g* at 4 °C, pellets were resuspended in 50 μl TruePrep tagment mix (10 μl 5x TTBL, 5 μl TTE Mix, 35 μl Nuclease-free water) and then transposed at 37 °C for 30 min in a PCR amplifier. Tagmented DNA was purified using the MinElute Gel Extraction kit (Qiagen, #28606) and eluted in 26 μl Nuclease-free water. 24 μl DNA were amplified in TruePrep amplify Mix (10 μl 5xTAB, 1 μl TAE, 5 μl PPM) with additional 5 μl barcoded i5/i7 primers (TD202, Vazyme) for 9 cycles according to manufacture instructions. The amplified libraries were purified using SPRIselect beads (Beckman Coulter, Cat# B23319). Library quality and tagmentation quantity were assessed by Thermo Qubit and LabChip, and paired-end sequencing reads (150 bp) were generated on Illumina NovaSeq4000.

#### CUT &Tag and ATAC-seq data processing

**Sequence alignment and peak calling**. Paired-end reads were quality- and adaptor-trimmed by TrimGalore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) using default parameters before being aligned to the mm10 reference genome by Bowtie 2 (v2.5.5) (Langmead and Salzberg, 2012). Only aligned pairs were retained to generate the BAM file using Samtools (v1.9) (Li et al, 2009) view with options ‘-Sbq 1’. Duplicated reads were then removed by Samtools rmdup and only uniquely mapped reads were sorted and indexed for peak calling and visualization. Insert sizes were obtained from the respective BAM files using the Samtool view BAM function and unix commands. All samples displayed the expected periodicity of DNA winding around nucleosomes in genome DNA regions. Highly-correlated replicate BAM files were merged by Samtools merge.

ChIP-seq data of NFIB and NFIX from GSE146793 (Data ref: Fraser et al, 2020), Ezh2 ChIP-seq data from GSE213416 (Data ref: Liu et al, 2023), and Suz12 ChIP-seq data from GSE130628 (Data ref: Wang et al, 2020a) were reanalyzed using above pipeline.

For visualization in Integrative Genomics Viewer (IGV) genome browser, bigwig files were produced by deeptools (v3.4.0) “bamCoverage” with options ‘-binSize 10 -normalizeUsing RPKM -ignoreForNormalization chrX chrM’.

For CUT&Tag, narrow peaks were called by MACS2 (v2.1.1) (Zhang et al, 2008) with default settings for Tcf4, H3K4me1, and H3K27ac CUT&Tag, and broad H3K27me3 peaks were called with option ‘-broad’. In the case of ATAC-seq, Peaks were called on individual replicates by MACS2 with options ‘-nomodel -shift -100 -extsize 200’. Reproducible peaks identified by IDR with acutodff idr ≤0.05 were used in downstream analysis.

#### Peak classification

For peak classification the criteria used were as follows: promoter: −1 kb to +1 kb around transcription start site (TSS), Intergenic region: downstream region of gene body, and distal region between genes. Exon includes exons and 5’ and 3’ untranslated regions.

#### ATAC-seq peak annotation and statistical analysis of differential accessibility

Differential binding accessibility was carried out by Diffbind packages (https://github.com/hnthirima/DiffBind) using a negative binomial distribution model implemented in DESeq2 with default parameters. MA plot was plotted using ggplot2 package. High confidence differential accessibility peaks (DA peaks) were defined with threshold FDR < 0.05 and log2(fold-change) > 0.5. Peaks were then annotated by ChIPseeker R packages (Yu et al, 2015). Ontology analysis of DA peaks was performed using Genomic Regions Enrichment of Annotation Tool (GREAT) (McLean et al, 2010) with the whole mouse genome (GRCm38/mm10) as the background. Co-localization of DA peaks with Tcf4 binding sites was determined based on the overlap of at least 30% of ATAC-seq peak lengths using deeptools intersectBed. Average signal enrichment values in DA peaks were obtained by deeptools computerMatrix with normalized bigwig files. Heatmaps and profile plots were generated using deeptools plotHeatmap and plotProfile.

#### Footprinting analysis

Transcription factor footprints were analyzed using Transcription factor Occupancy prediction By Investigation of ATAC-seq Signal (TOBIAS) (Bentsen et al, 2020; Sung et al, 2016). Merged ATAC-seq BAM files were used as input for TOBIAS ATACorrect, followed by TOBIAS Footprint. TOBIAS BINDetect was run using the following the JASPAR2018 Core databases.

#### DNA motif search

The de novo motif search within Tcf4 binding peaks and DA peaks was performed using findMotifsGenome.pl script from Homer packages (http://homer.ucsd.edu/homer/) with the parameter of ‘-size -75,75 -S 10 -bits’.

#### Acute brain slice preparation for calcium imaging

Brain slices were prepared from 10- to 12-week-old mice with AAV injection for Calcium imaging.

Mice were anesthetized with isoflurane and decapitated, and brains were sliced in ice-cold NMDG-HEPES Recovery Solution containing (mM): 14 NMDG, 0.36 KCl, 0.2 NaH_2_PO_4_, 0.45 NaHCO_3_, 3 HEPES, 0.46 Sodium pyruvate, 1.5 MgSO_4_, 0.075 CaCl_2_, 3.75 Glucose, 0.76 Sodium Ascorbates, saturated with 95% O_2_ and 5% CO_2_. Brains were cut into 300 μm and incubated at 34 °C for 60 min and subsequently recovered at ~25 °C in artificial cerebrospinal fluid (ACSF) comprising (mM): 126 NaCl, 2.5 KCl, 1.3 MgCl_2_, 10 Glucose, 2.4 CaCl_2_, 1.24 NaH_2_PO_4_, and 26 NaHCO_3_, saturated with 95% O_2_ and 5% CO_2_. Then, the calcium signals were recorded under a confocal microscope.

#### Calcium imaging analysis

The analysis of Calcium imaging data closely followed the methodology outlined in a previous report (Chai et al, 2017). The time-lapse stacks were adjusted using ImageJ v2.3.0 and the Template Matching plugin. Fluorescence intensity time traces were extracted from the regions of interest (ROIs) and converted to dF/F values utilizing the GECIquant plugin (Srinivasan et al, 2015). The traces were subsequently analyzed in MiniAnalysis, where spontaneous events were manually marked. Event amplitudes, half-widths and frequencies were measured with MiniAnalysis. Events were identified considering amplitudes that exceeded at least two-fold the baseline noise level in the dF/F trace.

#### Co-immunoprecipitation (Co-IP)

To verify the interaction between Tcf4 and Ezh2, transfected HEK293T cells were lysed in IP lysis buffer (20 mM HEPES-KOH PH 7.5, 10% glycerol, 10 mM MgCl_2_, 150 mM NaCl, 1 mM EDTA, 0.5% NP40, and protease inhibitor (A32965, Thermo Scientific), incubated on ice for 30 min. After centrifuged at 12,000 rpm for 20 min at 4 °C, the supernatant was incubated with equilibrated anti-Flag Magnetic beads (M8823, Sigma) or anti-HA magnetic beads (PHM025, Lablead) on an end-to-end rotator overnight at 4 °C. After incubation, the bead slurry were washed five times in IP lysis buffer, and further mixed with 2xSDS-PAGE loading buffer and boiled at 95 °C for 10 min. Co-immunoprecipitation proteins were analyzed by Western blot using indicated antibodies.

#### Statistics

In this paper, each data point represents one individual observation. Data are presented as mean ± SEM. To account for intra-class effect within animal, a linear mixed model fit by REML (restricted maximum likelihood) was employed using R package “lmerTest” (Yu et al, 2022). For comparing two groups, a t-test with Satterthwaite’s method was utilized. For multi-group comparison, the ANOVA function was utilized to determine the overall *p*-value, and R package “emmeans” were used for *P*-value adjustment for multiple comparisons. A *p*-value of less than 0.05 was considered significant and denoted as follows: *p < 0.05, **p < 0.01, ***p < 0.001.

## Supplementary information

Appendix

Peer Review File

Expanded View Figures

## Data Availability

All sequencing data generated in this study have been deposited in the GEO database under accession number GSE244709. Data presented in the main figures have been archived in the BioImage Archive with the accession number S-BIAD1218. All codes used for data analysis were from customized packages available online, and no new code or model was generated in this study. The codes used can be made available upon reasonable request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00218-x.

# Supplementary material for: Astrocyte allocation during brain development is controlled by Tcf4-mediated fate restriction
**Source:** EMBO J. 2024 Sep 19;43(21):5114–40. doi: 10.1038/s44318-024-00218-x
**Supplement:** Supplementary file 1 — Appendix

## APPENDIX

### **Astrocyte allocation during brain development is controlled by Tcf4-mediated fate restriction**

Yandong Zhang<sup>1#</sup>, Dan Li<sup>1#</sup>, Yuqun Cai<sup>1#</sup>, Rui Zou<sup>1</sup>, Yilan Zhang<sup>1</sup>, Xin Deng<sup>1</sup>, Yafei Wang<sup>1</sup>,  
Tianxiang Tang<sup>1</sup>, Yuanyuan Ma<sup>1</sup>, Feizhen Wu<sup>2,3</sup>, Yunli Xie<sup>1,\*</sup>

#### **TABLE OF CONTENTS**

|                                                                                                                                                                       |         |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
| <b>Appendix Figure S1.</b> The expression of Tcf4 in MGE at different developmental stages.                                                                           | Page 2  |
| <b>Appendix Figure S2.</b> The oligodendrocyte networks in the neocortex of Tcf4 cKO brains remain unchanged compared to those in WT brains.                          | Page 3  |
| <b>Appendix Figure S3.</b> The density of Sox9-positive and Olig2-positive cells in the ventral brain of Tcf4 cKO mice are unchanged compared to those in WT mice.    | Page 4  |
| <b>Appendix Figure S4.</b> Quality control of single-cell RNA sequencing data from the Nkx2.1 lineage in the dorsal neocortex.                                        | Page 5  |
| <b>Appendix Figure S5.</b> Depletion of Tcf4 in Nkx2.1-expressing RGCs enhances the accessibility of chromatin regions associated with genes related to astrogenesis. | Page 7  |
| <b>Appendix Figure S6.</b> Deletion of Tcf4 in Nkx2.1-expressing RGCs alters epigenetic states of enhancers.                                                          | Page 8  |
| <b>Appendix Figure S7.</b> Design of Cre-dependent Tcf4-tag mice.                                                                                                     | Page 10 |

## Appendix Figure S1

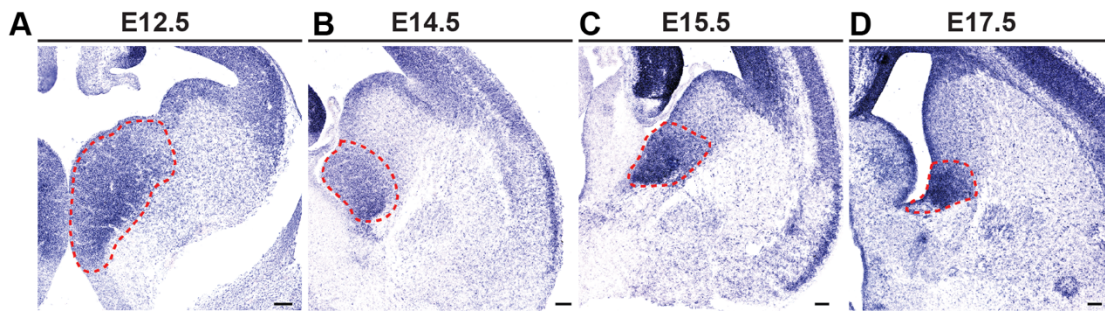

### Appendix Figure S1. The expression of *Tcf4* in MGE at different developmental stages.

Expression of *Tcf4* in the MGE from early to later developmental stages (A-D) was examined by *in situ* hybridization in WT brains. The MGE region is outlined with a red dashed line; scale bar: 100  $\mu\text{m}$ .

## Appendix Figure S2

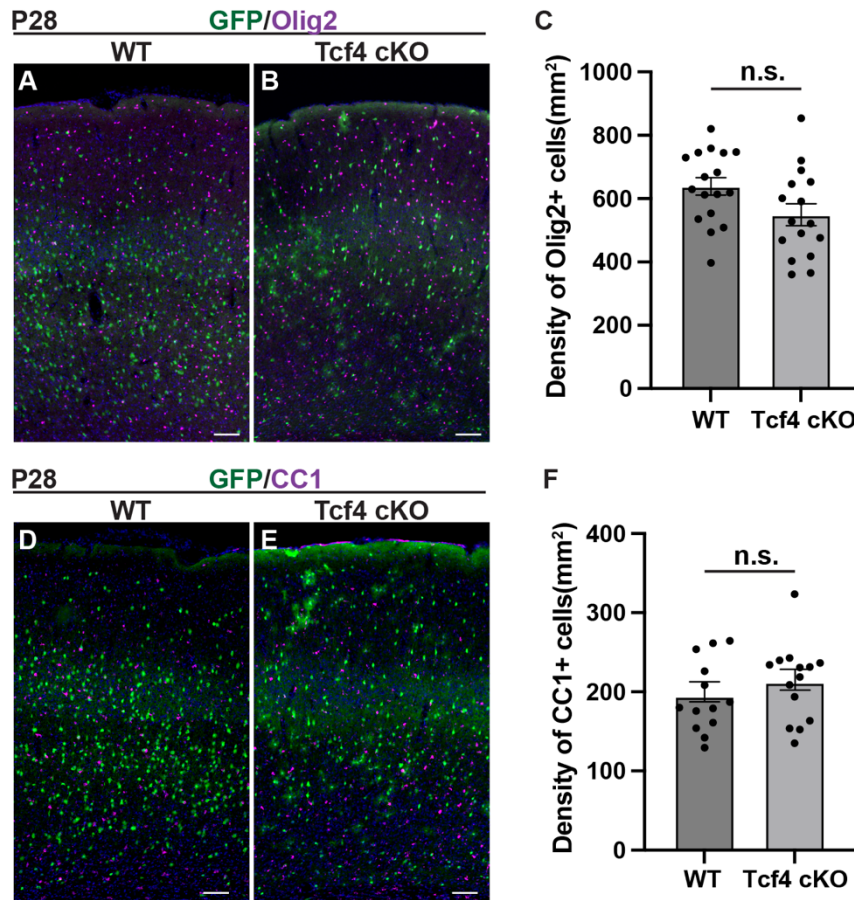

**Appendix Figure S2. The oligodendrocyte networks in the neocortex of Tcf4 cKO brains remain unchanged compared to those in WT brains.** (A-B) Representative images of brain sections stained for Olig2 and GFP in WT brain (A) and Tcf4 cKO (B) at P28. Scale bar: 100  $\mu$ m. (C) Quantification of the density of the Olig2+ cells in the neocortex at P28 (n = 3 mice analyzed for each genotype). (D-E) Representative images of brain sections stained for CC1 and GFP in WT brain (D) and Tcf4 cKO (E) at P28. Scale bar: 100  $\mu$ m. (F) Quantification of the density of the CC1+ cells in the neocortex at P28 (n = 3 mice analyzed for each genotype). Comparison between the two groups was conducted using a *t*-test within a linear mixed model. Error bars represent mean  $\pm$  SEM. n.s., not significant.

## Appendix Figure S3

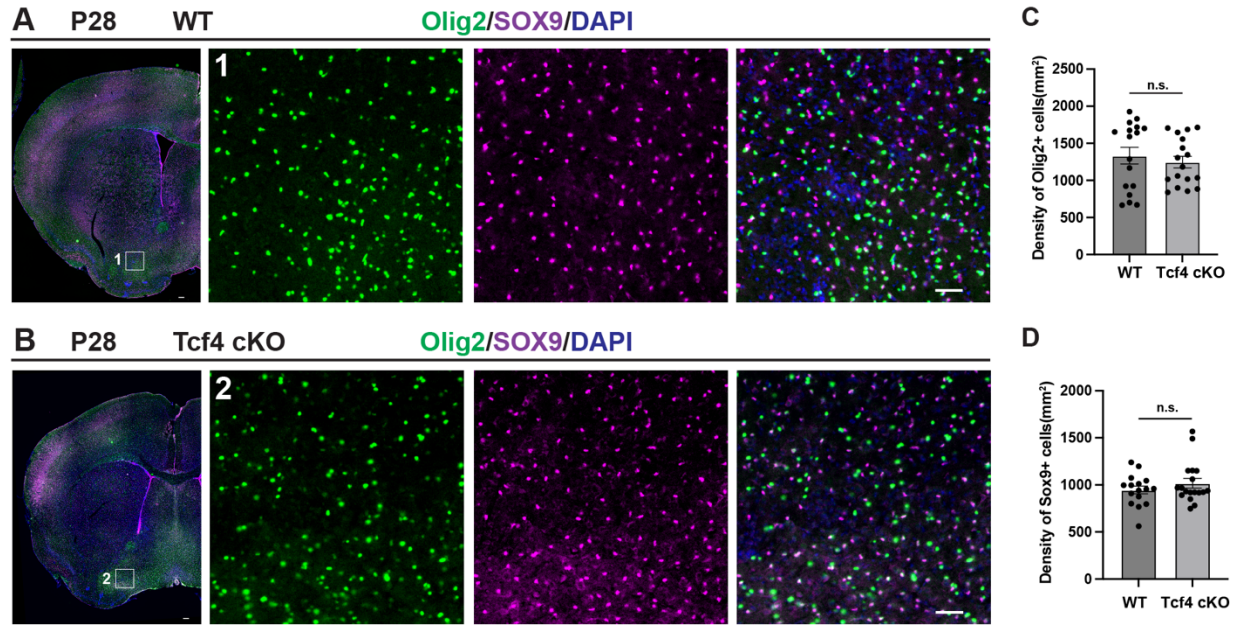

**Appendix Figure S3. The density of Sox9-positive and Olig2-positive cells in the ventral brain of Tcf4 cKO mice are unchanged compared to those in WT mice.** (A-B) Representative images of brain sections stained for Olig2 and Sox9 in WT brains (A) and Tcf4 cKO brains (B). The scale bar for the top left picture both in (A) and (B) is 200  $\mu$ m, while the zoomed-in pictures on the right in (A) and (B) have a scale bar of 100  $\mu$ m. (C-D) Quantification of the density of Olig2-positive cells (C) ( $n = 3$  mice were analyzed for each genotype) and Sox9-positive cells (D) ( $n = 3$  mice were analyzed for each genotype). Comparison between the two groups was conducted using a t-test within a linear mixed model. Error bars represent mean  $\pm$  SEM. n.s., not significant.

**Appendix Figure S4**

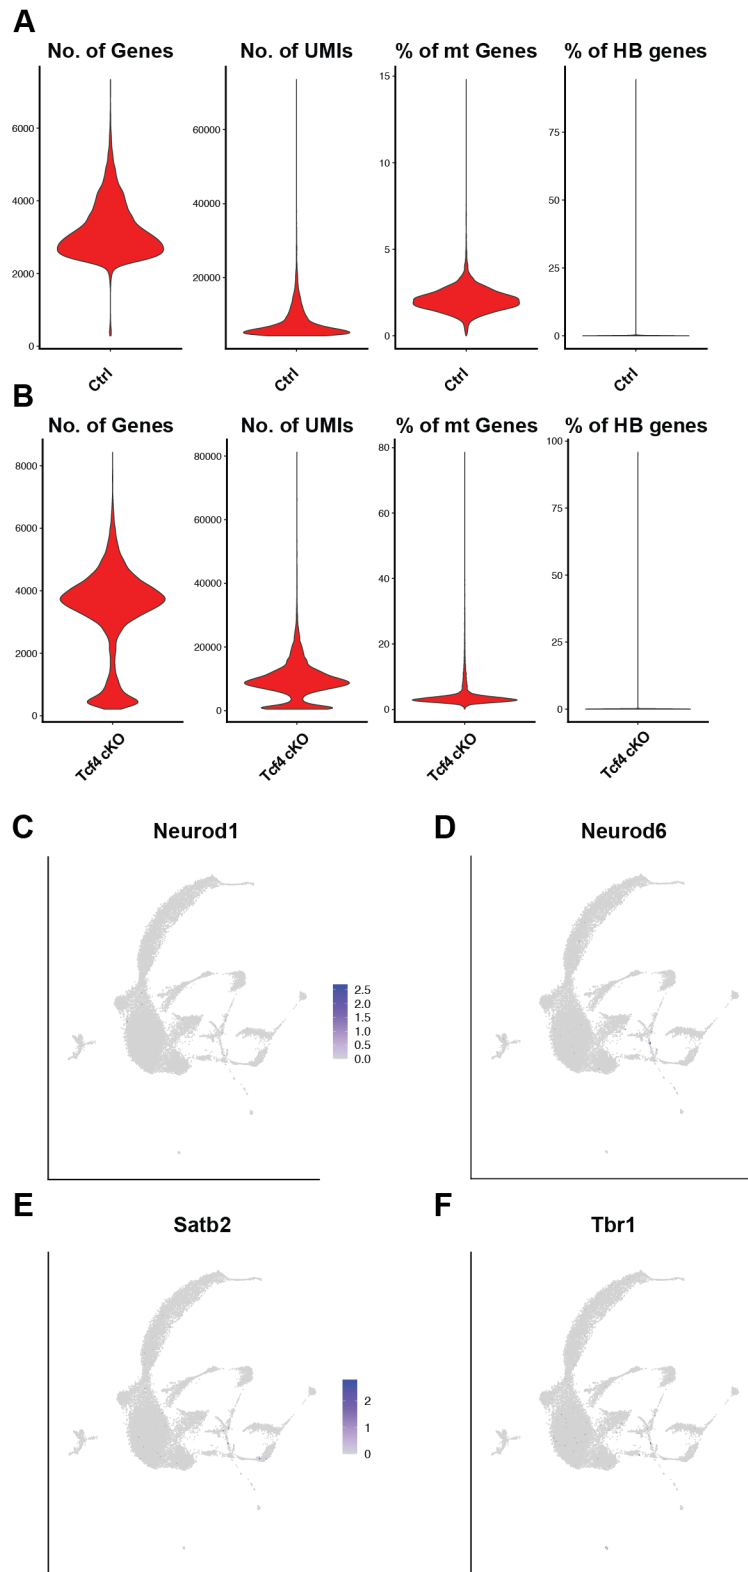

**Appendix Figure S4. Quality control of single-cell RNA sequencing data from the Nkx2.1 lineage in the dorsal neocortex.** (A-B) The number of genes, total unique molecules identified (UMIs) and the percentage of genes detected from mitochondrial and red blood cells in WT dataset (A) and Tcf4 cKO dataset (B). (C-F) Expression of projection neuronal markers such as Neurod1 (C), Neurod6 (D), Satb2 (E) and Tbr1 (F), shown in feature plot in the single-cell dataset in Fig.3 (B).

## Appendix Figure S5

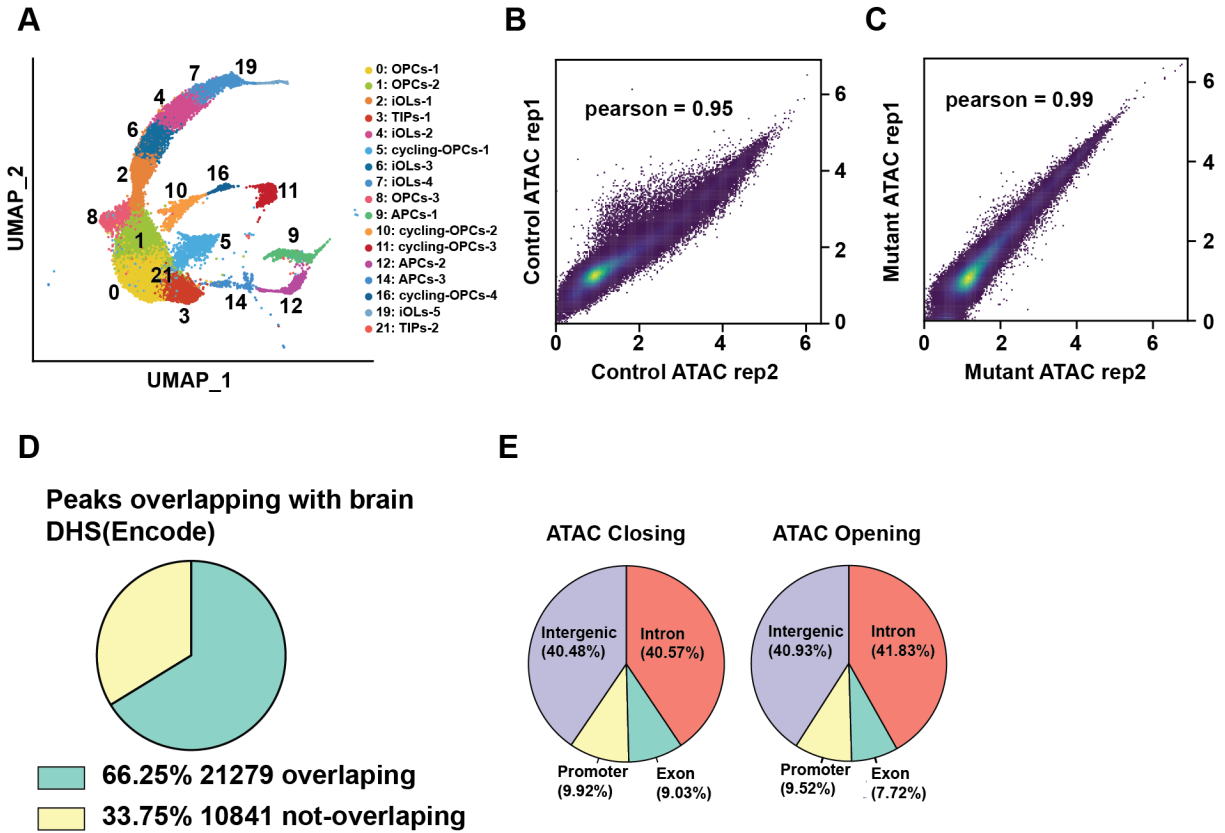

**Appendix Figure S5. Depletion of Tcf4 in Nkx2.1-expressing radial glial cells enhances the accessibility of chromatin regions associated with genes related to astrogenesis.** (A) UMAP visualization of subclusters in Figure 3. (B). Subclusters were used for lineage identification via Slingshot. (B-C) Pearson correlation analysis between experimental replicates of ATAC-seq data of WT (B) and Tcf4 cKO (C). (D) Quantification of the overlaps between ATAC-seq peaks and reference peaks from DNase-seq (an alternative method to assess chromatin accessibility) of the E18.5 mouse brain. (E) Quantification of the distribution of closing peaks and opening peaks relative to various genomic features.

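The correlation of reads between replicates was not recomputed, since peak lists hold no reads. In the peak lists, 93.5% of the WT replicate 1 peaks overlapped a replicate 2 peak and 69.3% of the WT replicate 2 peaks overlapped a replicate 1 peak. For Tcf4 cKO the shares were 80.6% of replicate 1 and 85.0% of replicate 2 peaks.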

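In the authors' deposited annotation, 458 closing regions (40.6%, Wilson 95% interval 37.7 to 43.5%) lay in introns and 443 (39.2%, 36.4 to 42.1%) were intergenic. For opening regions, introns held 318 (40.9%, 37.5 to 44.4%) and intergenic sequence 319 (41.1%, 37.6 to 44.6%). With regions downstream of genes counted as intergenic, as the paper defines it, the intergenic shares were 40.5% of closing and 41.8% of opening regions. Exons with untranslated regions held 102 closing and 60 opening regions. Among remaining regions 23.7% lay in introns and 24.2% were intergenic.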

Appendix Figure S6

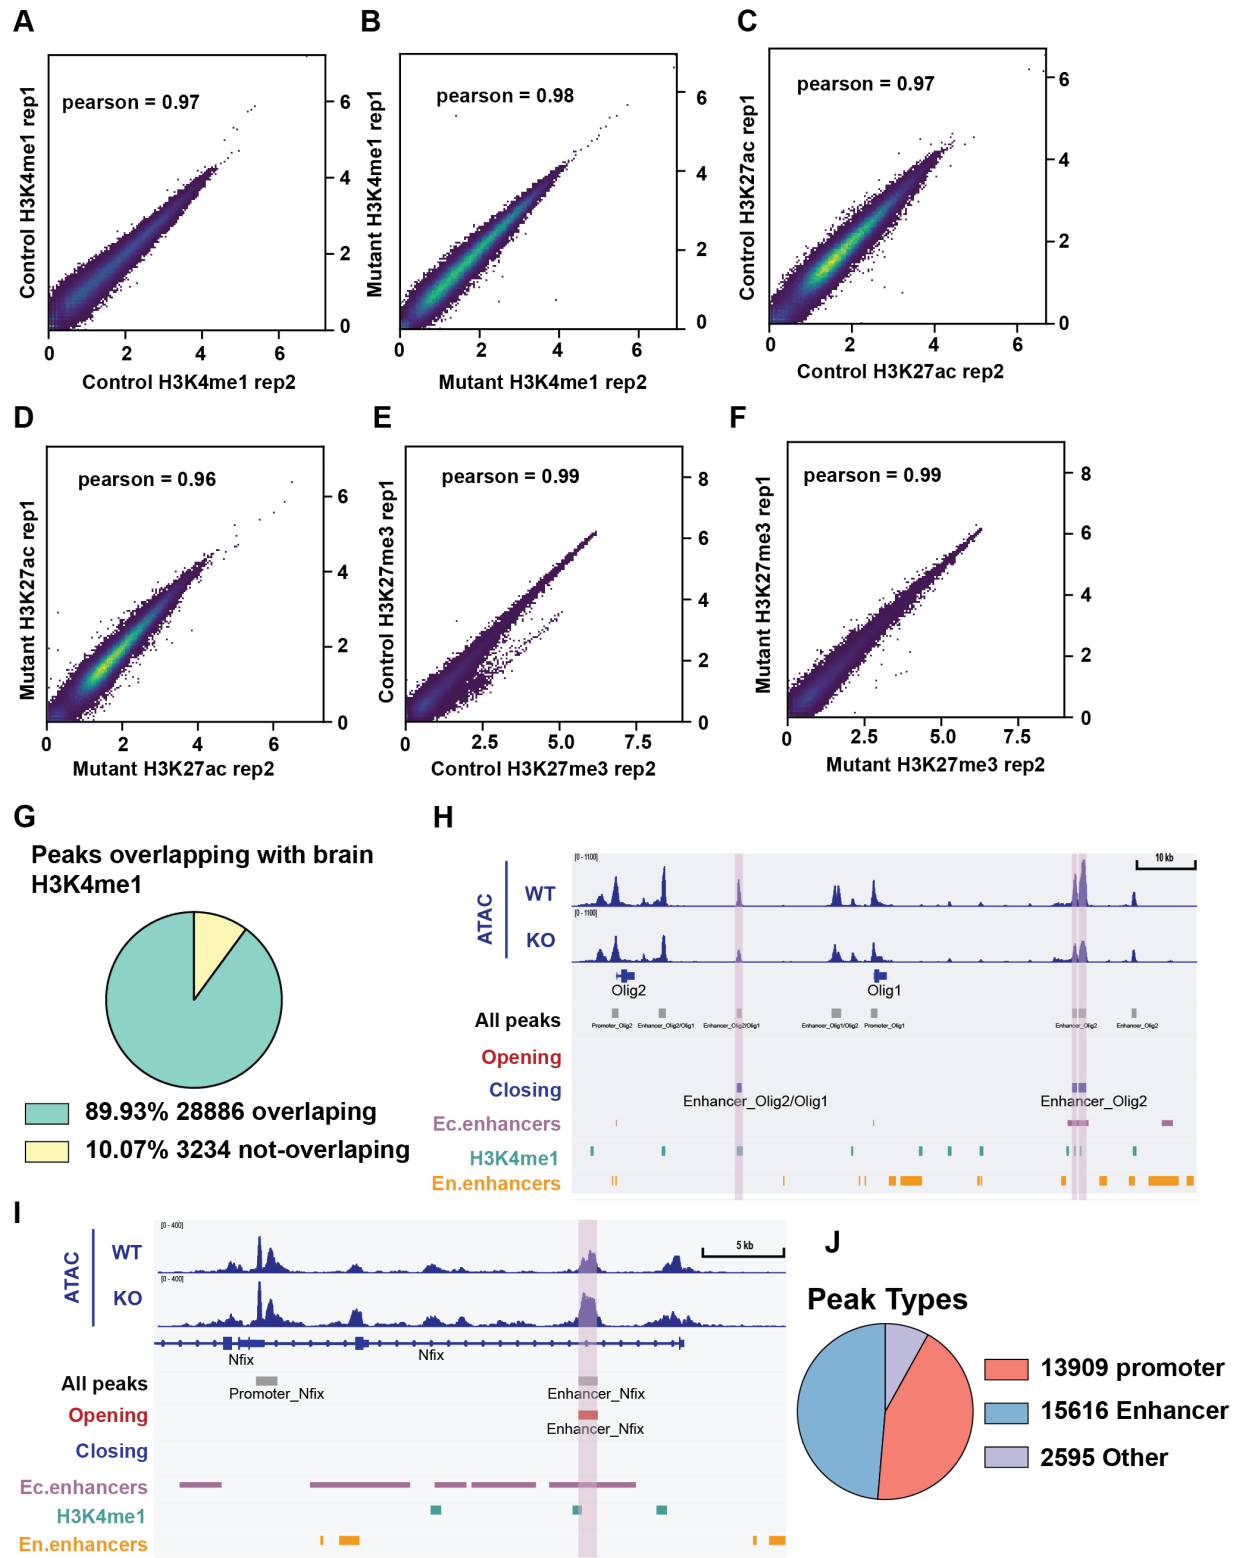

**Appendix Figure S6.** Deletion of Tcf4 in Nkx2.1-expressing RGCs alters epigenetic states of enhancers. (A-B) Pearson correlation between experimental replicates of Cut&Tag data for H3K4me1 in WT (A) and Tcf4 cKO (B). (C-D) Pearson correlation between experimental replicates of Cut&Tag data for H3K27ac in WT (C) and Tcf4 cKO (D). (E-F) Pearson correlation analysis between experimental replicates of Cut&Tag data for H3K27me3 in WT (E) and Tcf4 cKO (F). (G) Quantification of the overlaps between ATAC-seq peaks and H3K4me1 peaks from the Cut&Tag assay of the Nkx2.1 lineage cells in the neocortex at P7. (H-I) Example track illustrating the peak assignment strategy in Figure 6A-6B. Enhancers are identified by overlapping with enhancers from Encode reference dataset (abbreviated as En.enhancers), the Ensemble regulatory build (including enhancers only, abbreviated as En.enhancers), and H3K4me1 peaks. (J) Peaks assignments of total ATAC peaks.

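As a measure of reproducibility that peak lists allow, the share of a library's peaks overlapped by the other replicate was 62.6 ± 6.46% in WT and 68.8 ± 5.39% in Tcf4 cKO for H3K4me1 (SD, n = 2 comparisons each). For H3K27ac it was 71.7 ± 8.01% and 71.8 ± 10.2%, and for H3K27me3 67.9 ± 5.56% and 66.0 ± 8.62% (SD, n = 2 each). Between genotypes the shares were 62.1 ± 8.02% for H3K4me1, 69.4 ± 5.86% for H3K27ac and 61.8 ± 4.37% for H3K27me3 (SD, n = 8 each).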

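Taken library by library, H3K4me1 peaks overlapped 56.1 and 67.5% of the ATAC consensus regions in WT replicates 1 and 2, and 74.7 and 72.8% in Tcf4 cKO replicates 1 and 2. Outside promoters the shares were 63.8, 70.6, 76.4 and 73.3% in the same order.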

Appendix Figure S7

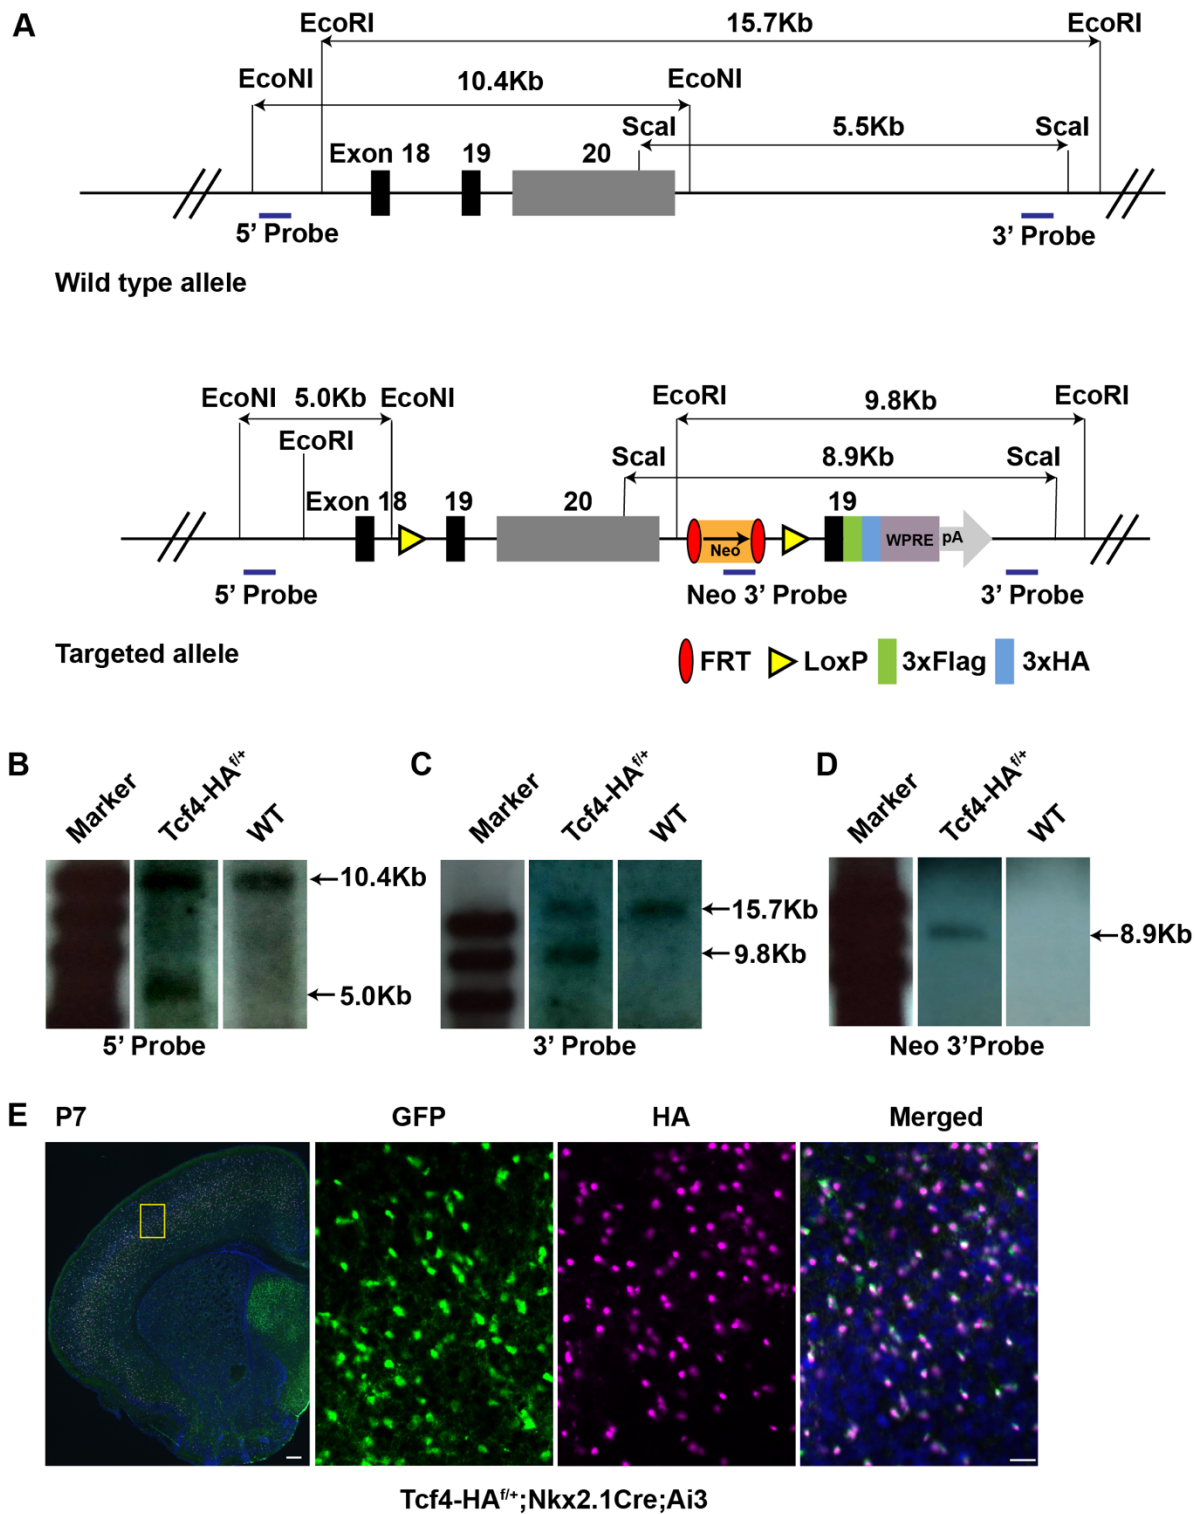

**Appendix Figure S7.** Design of Cre-dependent Tcf4-tag mice. (A) Scheme showing the design of Tcf4-tag mice. (B-D) Southern blot analysis probed with DNA fragments indicated 5'probe (B), 3'probe (C) and Neo 3'probe (D) to verify the correct insertion. (E) Representative images demonstrating HA-Tag is expressed in the Nkx2.1 lineage of the dorsal neocortex. Scale bar: 200µm in the left image and 100µm in the enlarged images.

# Supplementary material for: Astrocyte allocation during brain development is controlled by Tcf4-mediated fate restriction
**Source:** EMBO J. 2024 Sep 19;43(21):5114–40. doi: 10.1038/s44318-024-00218-x
**Supplement:** Supplementary file 3 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Astrocyte allocation in dorsal neocortex and ventral telencephalon.**

(A) Sparse labeling of Emx1 lineage cells induced at E12.5 reveals no astrocytes from the Emx1 lineage observed in the ventral telencephalon at P21. However, in the dorsal neocortex, astrocytes can be traced from the Emx1 lineage generated at E12.5. Sox9 and GFP double-positive astrocytes are indicated by yellow arrowheads. Scale bar: 50  $\mu$ m. (B) Sparse labeling of Nkx2.1 lineage cells induced at E12.5 shows no astrocytes from Nkx2.1 lineage observed in the dorsal neocortex at P21. However, in the ventral telencephalon, astrocytes can be traced from the Nkx2.1 lineage generated at E12.5. Yellow arrowheads indicate Sox9 and GFP double-positive astrocytes. Scale bar: 50  $\mu$ m. (C) A schematic diagram illustrates the location of astrocytes derived from the Emx1 and Nkx2.1 lineages.

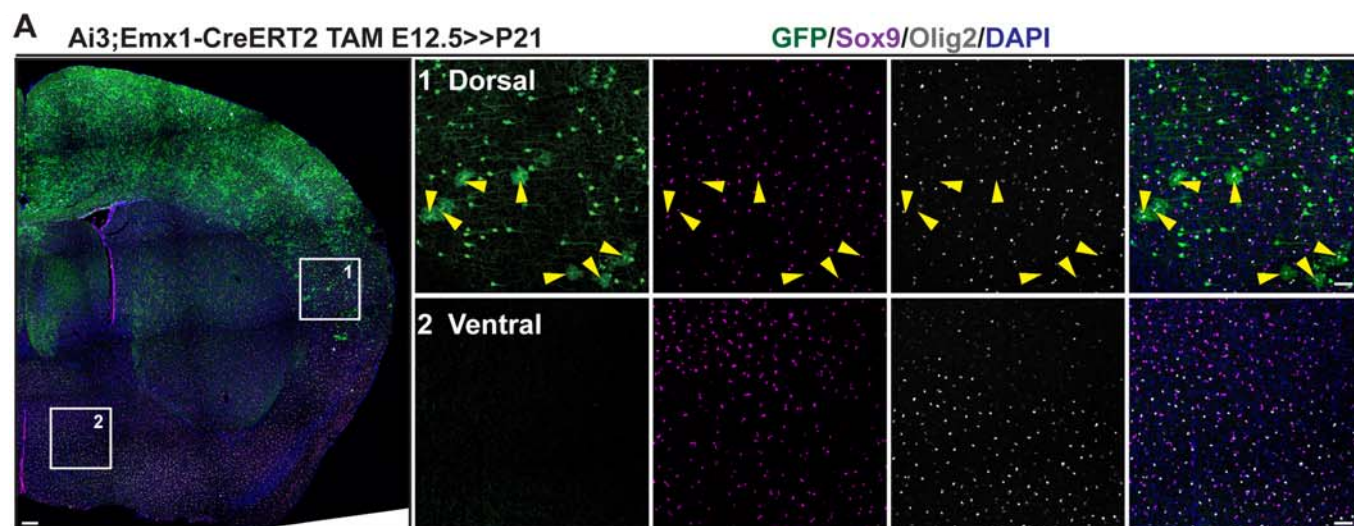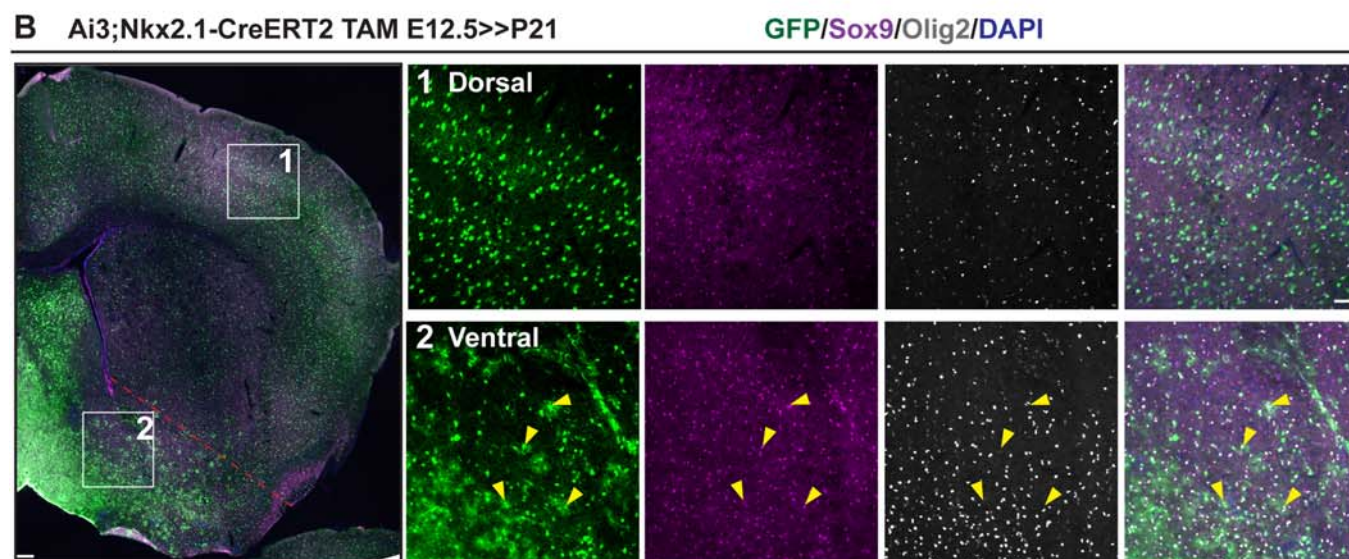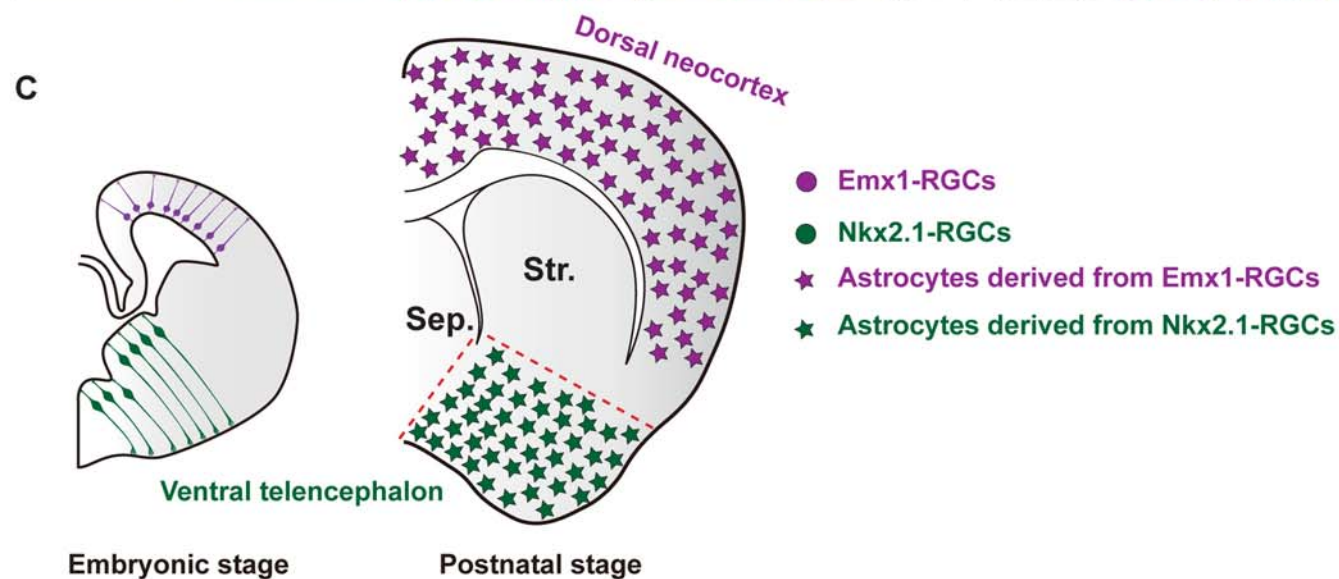

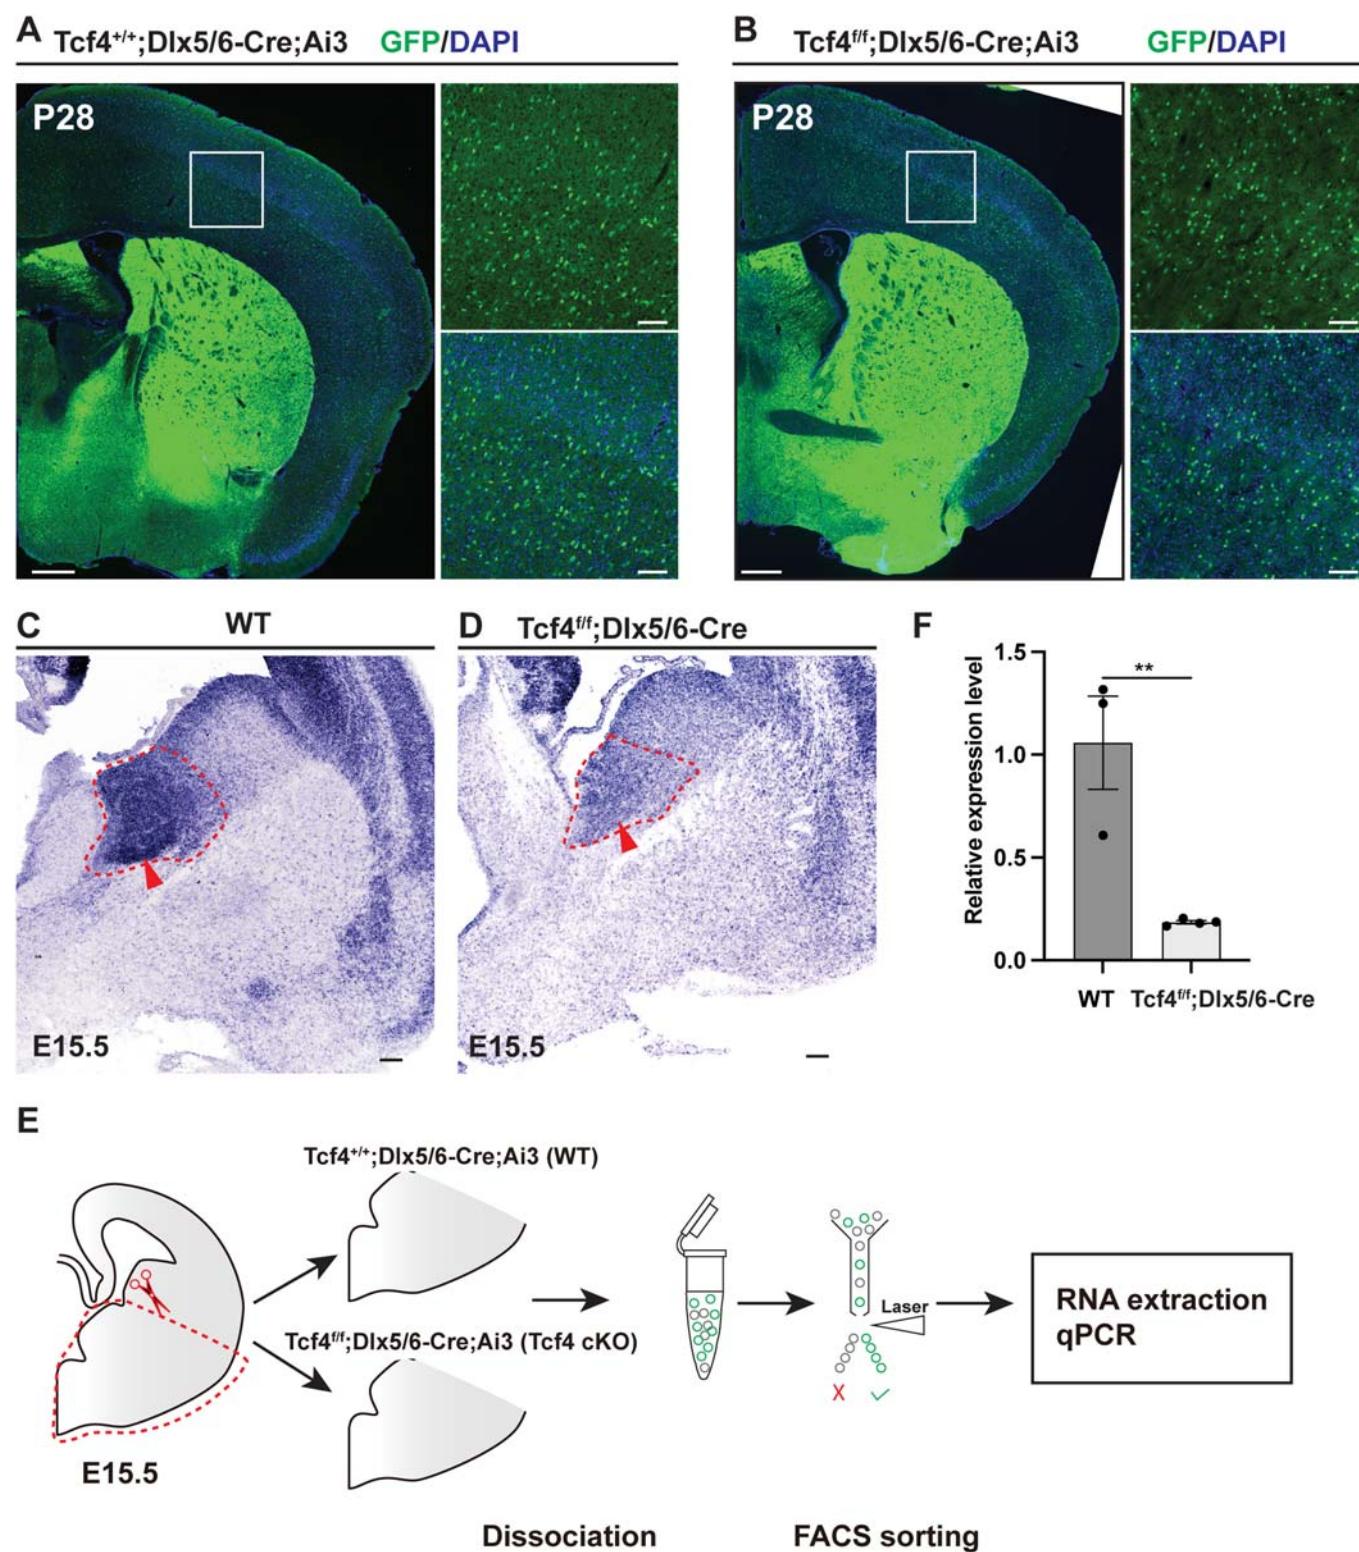

◀ **Figure EV2. Ectopic astrocytes in the dorsal neocortex do not arise from committed progenitors.**

(A) Representative images of brain sections from *Tcf4<sup>+/-</sup>; Dlx5/6-Cre* mice stained for GFP at P28. (B) Representative images of brain sections from *Tcf4<sup>+/+</sup>; Dlx5/6-Cre* mice stained for GFP at P28. Scale bars represent 500  $\mu$ m and 100  $\mu$ m respectively. (C, D) Expression of *Tcf4* was examined by in situ hybridization in the brains of WT and *Tcf4<sup>+/+</sup>; Dlx5/6-Cre* mice at E15.5. The MGE region is circled with red lines, the red arrowheads indicate the region within which the expression of *Tcf4* is decreased, scale bar: 100  $\mu$ m. (E) A schematic diagram illustrates the procedure of collecting the GFP+ cells from WT and *Tcf4<sup>+/+</sup>; Dlx5/6-Cre* mice and performing real-time quantitative PCR experiments (qPCR). (F) The relative expression level of *Tcf4* ( $n = 3$  embryos for WT, and  $n = 4$  embryos for *Tcf4<sup>+/+</sup>; Dlx5/6-Cre*). Student's T-test using linear mixed model is used for comparing two groups.  $p = 0.0058$ . Error bars represent mean  $\pm$  SEM. \*\* $p < 0.01$ .

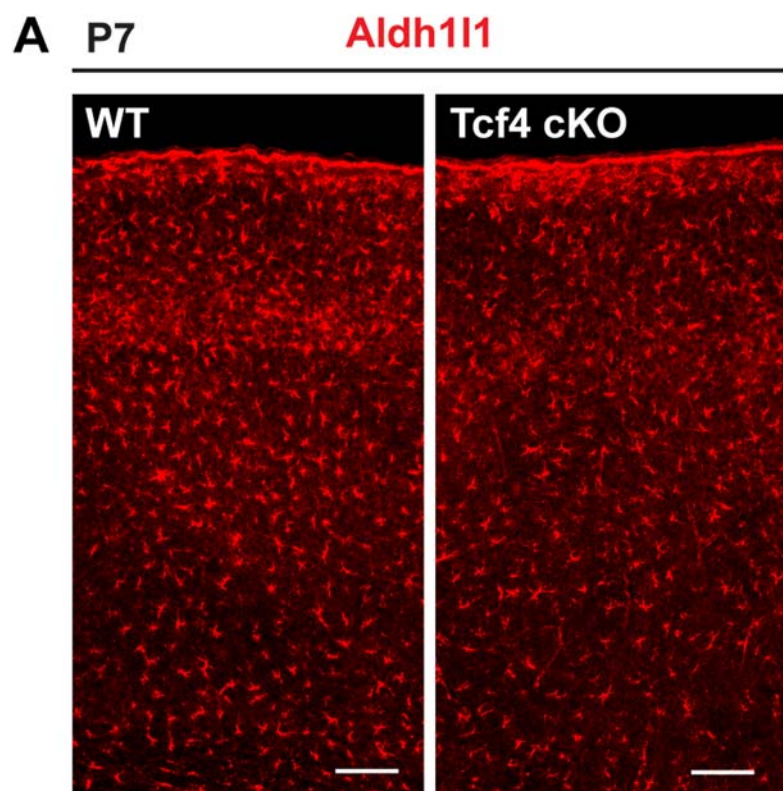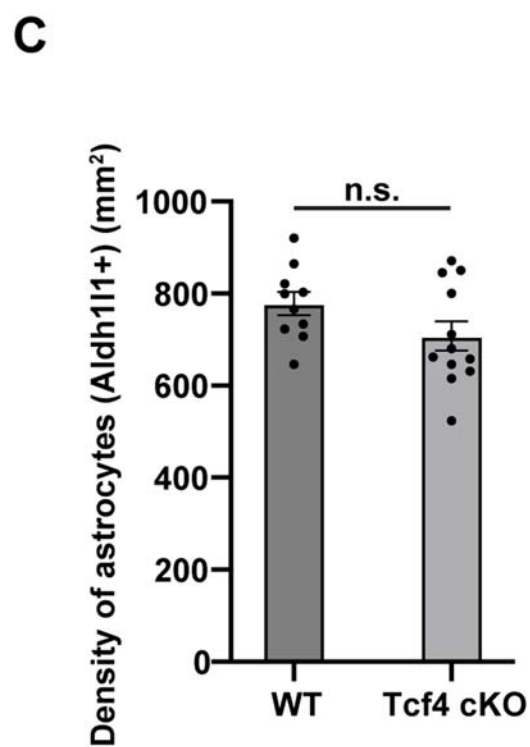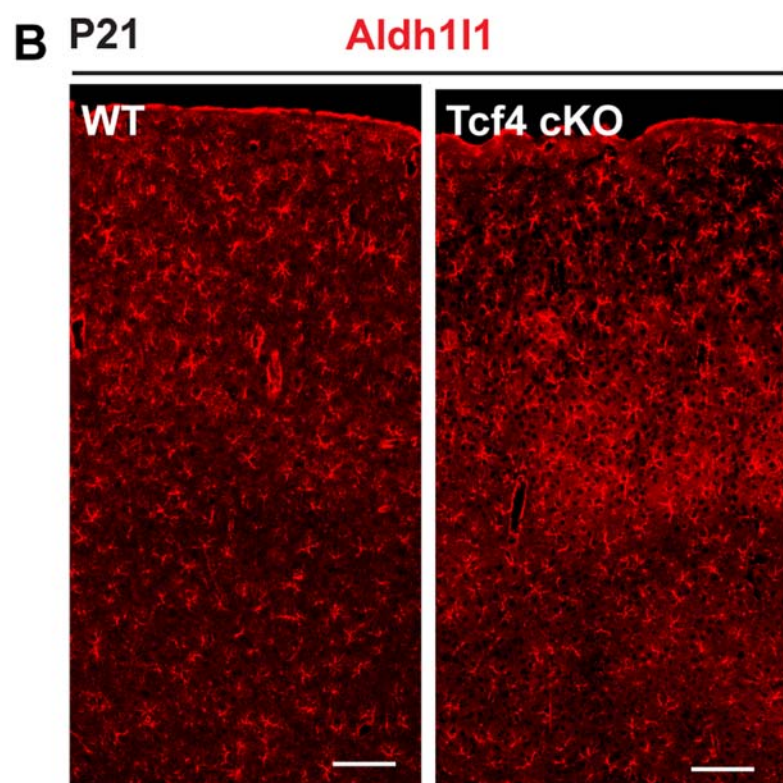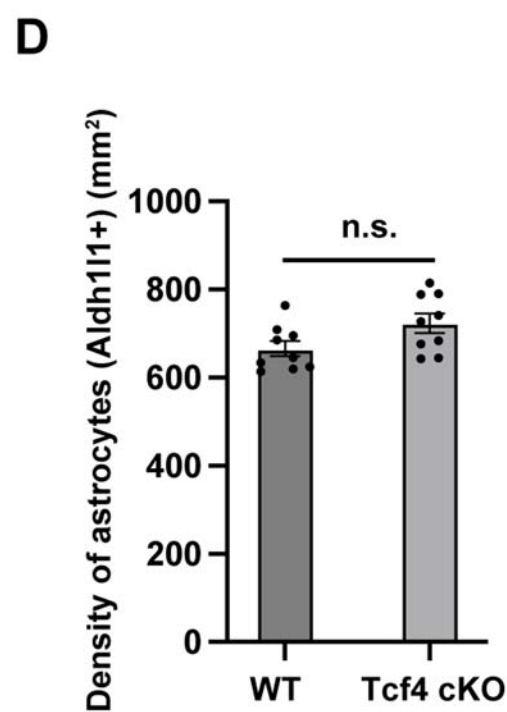

**Figure EV3. The density of Aldh1l1-positive astrocytes in the neocortex was unchanged between Tcf4 cKO and WT brains.**

(A, B) Representative images of brain sections stained for Aldh1l1 in WT and Tcf4 cKO at P7 (A) and at P21 (B), Scale bar: 100  $\mu$ m. (C, D) Quantification of the density of Aldh1l1+ astrocytes in the neocortex at P7 (C), and at P21 (D) ( $n = 3$  mice were analyzed for each genotype). Comparison between the two groups was conducted using a t-test within a linear mixed model. Error bars represent mean  $\pm$  SEM.

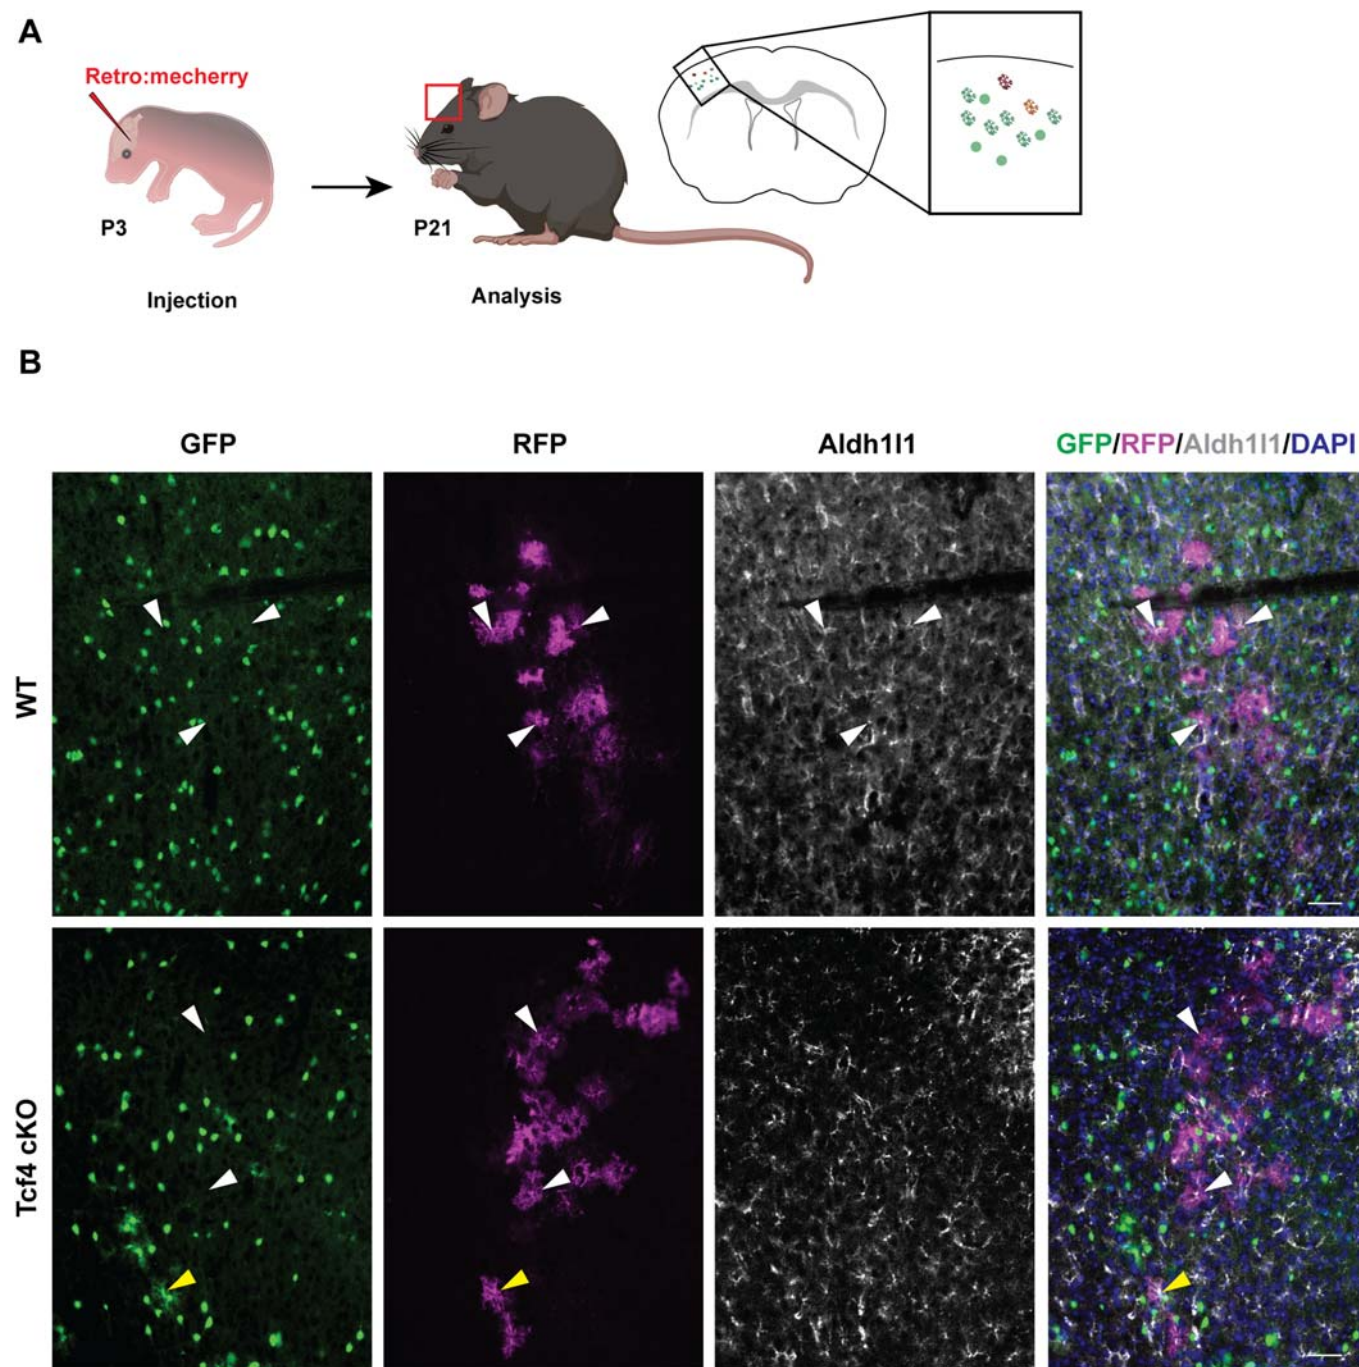

**Figure EV4. Astrocyte precursor cells generate ectopic astrocytes in the dorsal neocortex of Tcf4 cKO brain.**

(A) A schematic diagram illustrates the experimental design. (B) Representative images of brain sections in WT and Tcf4 cKO brains stained for GFP, RFP, and Aldh1l1. In WT brains, no RFP-labeled astrocytes co-labeled with GFP were observed, while GFP<sup>+</sup> astrocytes in the dorsal neocortex of Tcf4 cKO brains were labeled with RFP. Yellow and white arrowheads indicate astrocytes labeled by retrovirus that are GFP-positive or GFP-negative respectively. Scale bar, 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

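ATAC-seq and Cut&Tag were performed on sorted GFP-positive cells of the Nkx2.1 lineage from the neocortex of WT and Tcf4 cKO pups at postnatal day 7 or 8. ATAC-seq and the marks H3K4me1, H3K27ac and H3K27me3 had 2 libraries per genotype, with 50000 cells each, and Tcf4 occupancy had 2 anti-Flag libraries of 200000 nuclei from the Tcf4-tag line. The genotype, assay and replicate of each library were taken from its deposited label. No strain or sex information was used. Single-cell RNA sequencing, images, tracks, published ChIP-seq, DNase-seq and ENCODE or Ensembl regulatory regions were not used here.

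The authors trimmed the reads, aligned them to mm10 with Bowtie 2, kept aligned pairs without duplicates and called peaks on each library with MACS2. In the deposited peak lists the authors give each peak a fold enrichment over the local background, a -log10 p-value and a -log10 q-value, all from MACS2. Every narrow peak had a q-value under 0.05 and every broad peak a q-value under 0.1. The authors' deposited table of consensus regions, made with DiffBind and DESeq2 from the reads of all ATAC-seq libraries, gives the mean log2 normalized reads of each genotype, a log2 fold change, a p-value and an FDR, with an annotation by ChIPseeker. The authors' deposited footprint table gives, for each of 1205 motifs, mean TOBIAS footprint scores, a differential binding score and a p-value, from 1 merged alignment per genotype. The deposited p-values of this table compare motif sites, not libraries, and were not used as tests here. None of these files gives read counts per library, so the depth is known only as peak numbers, which ran from 15085 in an H3K27me3 library to 72790 in an H3K4me1 library. The -log10 q-value was used to rank or filter peaks within a list.

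Coordinates were used on GRCm38, the reference with the annotation GENCODE M21. All 709410 peaks lay on the reference chromosomes. Of the nearest transcripts named in the authors' annotation, 98.0% were found in GENCODE M21, and 73.7% of these had the same start and end. Overlaps were computed with bedtools 2.31.1 and sequences read with samtools 1.23.1 and pysam 0.24.0, and statistics were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. An overlap was at least 1 bp unless stated. Closing and opening regions are the authors' calls at an FDR under 0.05 and an absolute log2 fold change over 0.5, and all other consensus regions are called remaining. Regions with a peak in both libraries of a genotype and in neither library of the other were counted as present in that genotype alone. A region held Tcf4 when reproducible Tcf4 regions, merged from peaks of both libraries, covered at least 30% of it. A mark was assigned to a region when both libraries of the genotype had a peak there. Motif cores were searched for within 75 bp of region centres or Tcf4 summits. The control windows lay 1000 bp to the right of Tcf4 summits, and control regions 50 kb to the right of Tcf4 regions. Random placements of the consensus regions numbered 100 and random motif sets 10000, with seeds from 1.

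Shares were compared with two-sided Fisher's exact tests over regions, with Benjamini-Hochberg adjustment within each family, and carry Wilson 95% intervals. Where a cell held 0, the odds ratio was computed with 0.5 added to each cell. For matched comparisons, remaining regions were drawn from bins of 2 percentage points of GC content or 0.25 log2 units of WT accessibility, up to 5 for each region. A matched odds ratio compares the mean shares of the groups, and is nearer to 1 than an odds ratio within strata when shares vary between bins. Covered lengths, odds ratios with and without matching or strata, the motif search, family percentiles and the adjustment of p values were tested on simulated data. The random placements, shifted control windows, overlap shares between replicates, gene assignment rules and window scan were not. For odds ratios over 31000 simulated regions, planted values of 1 and 3 were recovered as 0.996 and 2.99 (median of 200 runs). With shares that varied with a confounder in 30000 simulated regions and no planted difference, the matched odds ratio was 1.03 and the unmatched one 0.400. With an odds ratio of 3 planted within strata, the stratified one was 3.18 and the matched one 2.55 (1 run). Motif families without a planted change had a mean percentile of 43.4 among random sets, where 50 was planned (100 runs). Intervals cover the counting error over regions and not the variation between animals.

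The rule for the named genes was set before the data were examined. It takes every gene the paper names for these assays, the genes at the 5 closing and the 5 opening regions with the largest change that also had peaks in both libraries of the more accessible genotype, the 5 motifs at each end of the footprint scores, and the members of fixed gene lists with differential regions. The lists covered oligodendrocyte-lineage, astrocyte-lineage, interneuron, endothelial, microglia and projection neuron genes. The tests, their samples and the alternatives were also set at that time. The alternatives were stricter peak thresholds, equal numbers of peaks per library, other overlap rules, other backgrounds, stricter calls and each library left out in turn. Gene assignment by a basal domain extended up to 1 Mb, and the number of Tcf4 regions in each library alone, were added after seeing the data, as were the lists set against the astrocyte list and the lists without genes the paper names. GREAT, Homer, IDR and the read correlations between replicates were not rerun. Some results for the named genes and motifs are not reported here.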

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

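All tests of this interval were chosen after the result was seen. The 3 regions stand out because they carry the largest and further large rises in accessibility at a place the paper does not discuss.

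In the authors' deposited table, the region at the Cwc22 promoter (chromosome 2 of GRCm38 from 77945249 to 77946756) had a log2 fold change of 3.67, the largest of all consensus regions. A region from 78021569 to 78022447 had 3.58, the next largest, and one from 78005475 to 78006675 had 2.89, at rank 6, in the authors' deposited table. No other consensus region lies between them. ATAC-seq peaks covered on average 1450.0 bp of this interval of 77199 bp in WT and 5393 bp in Tcf4 cKO (n = 2 each). The active and the repressive marks rose together, H3K27ac from 824 to 4278.5 bp, H3K4me1 from 173 to 5480.5 bp and H3K27me3 from 7760.5 to 16699.5 bp (means, n = 2 each). The flank on the left, within Cwc22, rose as well, with H3K27ac from 198.5 to 5267.5 bp, and the flank on the right rose for H3K27ac, from 1107 to 2156.5 bp, and for H3K4me1, from 1561 to 2919.5 bp, while ATAC-seq changed little there, from 2278.5 to 2400.5 bp. H3K27me3 was mixed there, with 1168 and 2583 bp in WT and 3879 and 720 bp in Tcf4 cKO. The next consensus region, from 78048162 to 78049911, had a log2 fold change of -0.02 in the authors' deposited table.

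A candidate explanation is a copy number difference between the animals, under which every assay would rise over the same sequence and at few other places. Among 27268 windows of 100 kb, 1 window had over 1.5 times more peak-covered length in both Tcf4 cKO than in both WT libraries in all 4 assays, and it is the window over Cwc22 (chromosome 2 from 77900001 to 78000000). In 3 assays 13 windows did so. In the opposite direction no window did so in all 4 assays, and 3 did in 3 assays. The first form of this prediction, that the flanks would not change, was not met, since both flanks rose in some or all assays. It was replaced by the comparison of windows after both had been seen, so the explanation is a hypothesis. Reads shared between near-identical copies, a strain variant linked to an allele of the cross, and an effect of Tcf4 loss on this locus stay open, as untested. None of the 3 regions was covered by a reproducible Tcf4 region.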

How the results depend on the processing

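The gene assignment by an extended basal domain, the gene lists without genes the paper names and the Tcf4 regions of each library alone were chosen only after the results were seen, and all other alternatives were planned. No paired analysis was possible because the tests here count regions rather than libraries, the region and motif tables hold no values per library, and the covered lengths and shares of single libraries come from no test between genotypes. Of 158 planned recomputations of main results that kept all libraries, 116 kept their direction and side of the threshold, 3 became weaker, 8 stronger, 15 moved and 16 changed direction. For single loci and minor gene lists, 40 of 52 stayed, 2 moved and 10 changed direction. Of the added alternatives, 19 results stayed, 3 became weaker, 1 became stronger and 7 changed direction. Except where stated, the cause was not tested.

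With peaks at a -log10 q of at least 5, regions with peaks in WT or in Tcf4 cKO alone numbered 1036 and 472, H3K4me1 peaks overlapped 55.0% of ATAC regions, and 8098 Tcf4 regions were reproducible. The odds ratio of closing against opening regions became 1.60 (past the threshold) for WT H3K4me1, 0.866 (no longer past it) for Tcf4 cKO H3K27ac, and 0.687 and 1.03 (directions changed) for H3K27me3 of WT and Tcf4 cKO. Over Myrf the H3K4me1 difference became 106 bp, a change of direction, and the H3K27ac difference 0 bp, since no H3K27ac peak there passed this threshold. Equal numbers of peaks per library gave 497 and 327 regions with peaks in 1 genotype alone and -792.5 bp of H3K27ac over Myrf. An overlap of at least 50% gave a replicate overlap of 76.5% in Tcf4 cKO, 835 and 414 regions present in 1 genotype alone, an H3K4me1 overlap of 73.3%, and H3K27me3 odds ratios of 0.916 and 1.11 on the other side of 1. Peaks in both libraries of a genotype gave an H3K4me1 overlap of 69.8%. Peaks of either library gave a WT H3K27me3 odds ratio of 1.85, now past the threshold, and 30960 Tcf4 regions.

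At an FDR under 0.01 and an absolute log2 fold change over 1, which by construction leaves fewer regions, 505 closing and 458 opening regions were left, the astrocyte list no longer passed for closing against opening regions (0.0990), nor did the SOX core in opening regions (1.21), and WT H3K4me1 passed (1.38). At this threshold minor lists changed side with adjusted p-values of 1.00: interneuron 0.634 and 0.907, endothelial 1.58 and 1.74, microglia 0.907, and projection neuron 1.43 and 1.58. Within 100 kb of a transcription start site, opening regions gave 1.19 for endothelial and 1.01 for projection neuron genes. These lists held 0 to 2 differential regions, and where they held 0 the side of 1 follows the group sizes. Without genes the paper names for these assays, the astrocyte list no longer passed for closing against opening regions (0.0975), and the oligodendrocyte list in opening regions changed direction (1.22). Without any gene the paper names, the astrocyte list no longer passed for opening against remaining (3.25) nor for closing against opening regions (0.344), and direction changed for it in closing regions (1.12) and for the oligodendrocyte list in opening regions (1.44). These lists were chosen after seeing the data. By the extended domain, chosen after seeing the data, the oligodendrocyte list passed for closing regions (3.52), and direction changed for it in opening regions (1.58), for the astrocyte list in closing regions (1.34) and for the microglia (0.996) and projection neuron (3.47) lists in opening regions.

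Against a GC-matched background the SOX core gave 0.984 in closing and 0.987 in opening regions, CANNTG gave 0.902 and the palindromic NFI site 0.999 in opening regions, all with changed direction. TTGGCA in closing (0.739) and CAGCTG in opening regions (0.754) became depleted past the threshold. With promoters left out, the SOX core gave 0.946 and 0.878, CANNTG in opening regions 0.819 and the palindromic site in closing regions 0.953, with changed direction. Of these, CANNTG in opening regions was depleted past the threshold. TTGGCA in closing (0.673) and CAGCTG in opening regions (0.681) again became depleted. A window of 150 bp on each side gave 1.13 for TTGGCA and 0.723 for the palindromic site in closing regions, with changed direction, and 1.39, now past the threshold, for CANNTG in opening regions. With CANNTG in place of CAGCTG, the odds ratio at Tcf4 summits was 0.731, the opposite direction. Centring the footprint scores moved the SOX median to 0.00486. Against remaining regions matched on WT accessibility, opening regions gave 1.25 for Tcf4 overlap in place of 0.0731.

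Each library left out in turn gave values with no test. The counts of regions with peaks in WT or in Tcf4 cKO alone ran from 328 to 723 and from 180.0 to 648, the H3K4me1 overlap from 83.5 to 86.4%, the WT H3K27ac odds ratio from 4.75 to 5.43, and the WT H3K27me3 odds ratio from 1.26 to 2.25. The number of Tcf4 regions ran from 16829 to 28602, the odds ratio of CAGCTG at summits from 2.19 to 2.66, that of H3K4me1 at Tcf4 regions from 34.5 to 36.9, and those of Tcf4 overlap from 23.1 to 37.7 for closing against opening and from 2.19 to 3.38 for closing against remaining regions. Over Nfix the differences ran through 0, from -2047.5 to 1769.5 bp for ATAC-seq (1006.5 bp without Tcf4 cKO replicate 2), from -1404.5 to 688.5 bp for H3K4me1 and from -128.5 to 828.5 bp for H3K27ac, as did ATAC-seq over Myrf, from -918 to 85.0 bp. Of 36 such values for main results 21 stayed within their interval and 15 moved, and none changed direction. For single loci 27 of 32 stayed and 5 changed direction. Differences in covered length at a single locus were not tested, since 2 libraries against 2 allow no exact permutation p under 0.33.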

Differences from the paper's values

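No test in this part was chosen after the result was seen, apart from the Tcf4 regions of a single library and the extended gene domains, which were chosen after seeing the values. The paper's number of Tcf4 binding sites is 38662, against 14085 reproducible regions here. Regions of either library (30960) came within 1.5 times the paper's value, as did the regions of replicate 1 alone (28602), a setting chosen after seeing the values. A -log10 q of at least 5 (8098), equal numbers of peaks per library (11841), a reciprocal overlap of at least 50% (10877) and replicate 2 alone (16829) did not.

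The paper's share of opening regions with Tcf4 binding, if its pie charts take these regions as the whole, is about 22% in Fig. 7F, read by eye, against 3.99% here. The legend speaks of Tcf4-binding peaks, so the values are not certain to be the same quantity. None of the alternatives closed the gap. At the minimum of 30% the nearest were regions of either library (13.9%) and the peaks of replicate 1 alone (12.1%). By an overlap of at least 1 bp, the peaks of replicate 1 reached 14.8%. The paper's share of promoters among Tcf4 sites is about 18% in Fig. 7E, read by eye, against 59.8% here, and 45.7% for regions of either library. The paper's categories also draw on reference regions that were not used here. The paper states that Tcf4 peaks prefer H3K4me1-marked enhancers. Here WT H3K4me1 peaks overlapped 73.0% of reproducible Tcf4 regions and 78.8% of the distal ones, and of the regions of either library 54.3% were distal.

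The paper reports Sox-related motifs as enriched in closing and opening regions. Against all remaining regions the odds ratios of the SOX core were 1.50 and 1.35 here, and against GC-matched regions they were 0.984 and 0.987. The paper names Tcf7l2 at closing and Nfib at opening regions. By the nearest gene neither had such a region here, and by the extended domain, chosen after seeing the values, Tcf7l2 had 2 closing regions and Nfib 1 opening region. The paper states that Nfix was activated through its enhancers, with more accessible chromatin. Here the differences in covered length over Nfix, 350.0 bp for H3K27ac and -139 bp for ATAC-seq, lay within the replicate spread, although 2 of its regions opened in the authors' deposited table. The H3K27ac difference was 577.5 bp at a -log10 q of at least 5 and 979 bp with equal numbers of peaks, and -128.5 bp without Tcf4 cKO replicate 1. By -log10 q within its own list, the strongest H3K27ac peak over Nfix ranked higher in both Tcf4 cKO libraries. It stood at percentiles 53.0 and 49.8 there, against 10.5 and 36.0 in WT, with no test. These were different peaks in the Tcf4 cKO libraries, each absent from the other library. At the opening region from 84793777 to 84794951 the peak stood lower, at 28.4 and 6.70 in Tcf4 cKO replicates 1 and 2 against 36.0 in WT replicate 2. WT replicate 1 held no peak there. The H3K27me3 difference was -3091 bp, the direction the paper reports, without overlap between the libraries of the genotypes. No test was run on it, since 2 libraries against 2 allow no exact permutation p under 0.33.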

Other observations

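The tests of the other cell types and of lists without genes the paper names, of the closing regions with the largest falls, and of H3K27me3 loss at equal accessibility, by peak strength and in the opposite direction were chosen only after the results were seen. The hypotheses below were found and tested on the same data.

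Closing regions held Tcf4 more often than remaining regions. Capture of open chromatin by the anti-Flag Cut&Tag would remove this difference at equal WT accessibility, but the matched odds ratio was 3.68 (95% interval 3.22 to 4.20), which argues against it as the whole cause. Opening regions held Tcf4 less often than remaining regions. Here the low accessibility of these regions in WT cells may account for the difference, since the matched odds ratio was 1.25 (0.731 to 2.15). Only 560 of 777 opening regions could be matched, and these include all 31 that held Tcf4. A role of Tcf4 loss in either group stays open.

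H3K4me1 peaks became more frequent at opening regions in Tcf4 cKO, where the H3K4me1 lists were also longer. With equal numbers of peaks per library, the rise at opening regions still exceeded that at remaining regions in all 4 pairs of a WT and a Tcf4 cKO library, by at least 6.00 percentage points. The greater number of peaks is therefore not the whole cause. A gain of the mark upon Tcf4 loss, or the shift in cell types that the paper reports, stays open as a cause.

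Of 10606 H3K27me3 regions with peaks in both WT libraries, 1217 (11.5%) had no peak in either Tcf4 cKO library. The loss was more frequent with a reproducible Tcf4 region (20.2% of 2099) than without (9.33% of 8507), with an odds ratio of 1.59 (95% interval 1.39 to 1.83) when stratified by width. This is consistent with a loss of Tcf4-dependent polycomb recruitment, which would predict it. Among regions stratified by WT accessibility as well, the odds ratio was 1.70 (1.22 to 2.35, 3777 regions). This cannot decide against tagmentation of open chromatin in the WT libraries, since the change in accessibility was not stratified. At equal WT accessibility closing regions held Tcf4 more often, so tagmentation also predicts more loss with Tcf4. A first form of this test, by width alone within the same regions, gave 2.49 (1.97 to 3.13) and was replaced after it was seen, because regions with Tcf4 are also more open. Accessibility thus accounts for part of the difference, and finer differences in accessibility could account for more. All regions stratified by width and by the strength of the WT peak gave 1.69 (1.47 to 1.95). In the opposite direction, regions present in both Tcf4 cKO and neither WT library held Tcf4 less often (odds ratio 0.546, 0.463 to 0.644). The lost regions were narrower than those kept, with median widths of 998 and 1858 bp, and peaks near the threshold could appear or vanish by sampling. A replicated measure of signal would be needed to test this.

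On the X chromosome 9 of 727 consensus regions closed or opened (1.24%), against 6.04% on the other chromosomes (odds ratio 0.195, 95% interval 0.101 to 0.377, Fisher's exact test, p = 1.8e-10). Promoters made up 65.2% of the X-linked regions, and the distal ones had a lower median accessibility in the authors' deposited table. Among distal regions matched on mean accessibility the odds ratio was 0.216 (0.100 to 0.468, 7 of 253 against 147 of 1265), which argues against low accessibility as the cause. The sex of the animals, which was not used here, and a biological effect stay open as untested.

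Opening regions lay near genes of the astrocyte list. A lower share of oligodendrocyte-lineage cells among the sorted cells would raise every other cell type alike, but 14 of 81 regions near astrocyte genes opened against 0 of 67 near interneuron and endothelial genes, cell types the paper found among the sorted cells (Fisher's exact test, p = 1.3e-04). By the extended domain the counts were 18 of 165 and 0 of 131 (Fisher's exact test, p = 2.3e-05). A first form of the test also held microglia and projection neuron genes, and the paper found no projection neurons, so it was replaced after it was seen. It gave 0 of 97 by the nearest gene and 4 of 201 by the extended domain, the 4 near projection neuron genes. The 14 regions lay near 8 genes, and no gene is shared between the lists. The astrocyte list holds genes the paper names for these data. Without those, 7 of 55 regions opened (Fisher's exact test, p = 0.00303), and without any gene the paper names 2 of 27 opened against 0 of 66 (Fisher's exact test, p = 0.0820), or 5 of 51 against 0 of 129 by the extended domain (Fisher's exact test, p = 0.00158). For the whole list, regions near astrocyte genes thus opened more often than those near genes of the other types. For genes the paper does not name, this depends on the rule. The test reuses counts that were known when it was chosen, and WT accessibility was not matched between the lists. It therefore cannot decide against a shift that raises all other types alike. By single-cell sequencing and staining, the paper reports more astrocyte progenitors and fewer OPCs in this lineage of Tcf4 cKO. How far this shift or a change within OPCs accounts for the opening regions stays open, since bulk libraries hold no values per cell.

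Among the 38 closing regions with a log2 fold change of -2 or lower in the authors' deposited table, 52.6% held Tcf4, against 61.0% of the other 1091 (odds ratio 0.709, 95% interval 0.371 to 1.36, p = 0.314, Fisher's exact test). A strain variant or another difference apart from a lost Tcf4 site and an effect of Tcf4 cannot be told apart here, since 38 regions leave an interval that spans 1. Of the 5 closing regions with the largest falls and peaks in both WT libraries, 4 were not covered by a reproducible Tcf4 region.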
